# A TCER-1-siRNA regulatory axis suppresses antibacterial innate immunity in *C. elegans*

**DOI:** 10.1371/journal.ppat.1013972

**Published:** 2026-07-28

**Authors:** Nikki Naim, Francis R.G. Amrit, Mayur N. Devare, Guled A. Osman, Laura L. Bahr, Hannah Henry, Brooke E. Montgomery, Spencer M. Kuhn, Taiowa A. Montgomery, Arjumand Ghazi

## Abstract

Small interfering RNAs (siRNAs) are important regulators of gene expression with well-established roles in pathogen defense. Yet, their specific roles in antibacterial immunity are not well understood. Here, we identify an siRNA pathway involved in repressing antibacterial innate immunity in *Caenorhabditis elegans*. We show that genes required for the biogenesis or function of WAGO Argonaute-associated siRNAs, called 22G-RNAs, function in a common genetic pathway with the immune-suppressive transcription elongation and splicing factor TCER-1 to inhibit immunity. Loss of *tcer-1* led to reduced levels of 22G-RNAs from a subset of WAGO targets, while mutations in several WAGO 22G-RNA pathway genes phenocopied the enhanced immunoresistance of *tcer-1* mutants, suggesting a shared regulatory module. Integrative 22G-RNA-mRNA analyses and molecular genetic studies show that this module does not induce widespread gene silencing, but instead targets a restricted set of immune-relevant effectors, including *scrm-4*, which encodes a conserved phospholipid translocase that promotes host resistance. Together, our findings establish endogenous WAGO 22G-RNAs as repressors of antibacterial immunity and identify TCER-1 as a physiological regulator that promotes 22G-RNA biogenesis to constrain host defense. The results uncover a previously unrecognized small RNA-dependent mechanism linking transcription, metabolism, and antibacterial innate immunity.

## Author summary

Small interfering RNAs (siRNAs) are recognized as having critical roles in controlling how genes and proteins involved in diverse biological processes are expressed, including during immune response following viral infections. But, their role in immunity against bacterial pathogens is not clear. We provide evidence for an siRNA pathway, regulated by the *C. elegans* protein TCER-1, that represses antibacterial innate immunity. TCER-1, along with WAGO Argonaute proteins involved in 22G-RNA biogenesis, promotes the production of a subset of 22G-RNAs that repress a select group of targets, including a lipid-modifying scramblase enzyme, SCRM-4, that is necessary for immune activation. This results reveals a novel small RNA-dependent mechanism of antibacterial innate immunity.

## Introduction

Non-coding small RNAs, including microRNAs (miRNAs) and siRNAs, mediate RNA interference (RNAi)-based gene silencing to regulate diverse processes ranging from development to genome defense [1–5]. miRNAs are widely established as conserved regulators of innate and adaptive immune responses against viral and bacterial pathogens, whereas siRNAs are known to have roles in antiviral immunity [1,4–8]. In plants and invertebrates, Dicer-mediated processing of viral double-stranded RNA and subsequent Argonaute-dependent silencing constitute a canonical, genetically well-defined antiviral pathway [8–11]. In mammals, miRNAs have well-defined roles in shaping innate and adaptive immune programs [1,7], whereas functions for endogenous siRNAs remain poorly defined [12–15]. Similarly, although small RNAs contribute to antibacterial responses in plants and invertebrates, these functions have largely been described in the context of miRNAs [16–19].

The nematode *Caenorhabditis elegans*, despite lacking professional immune cells, deploys defense programs regulated by conserved signaling cascades [20]. miRNA-based antibacterial defenses have been described in *C. elegans*, along with roles for specific Argonaute proteins [19,21–26]. In *C. elegans*, endogenous siRNAs are dominated by two branches defined by their Argonaute interactors: CSR-1 and the WAGOs, which together comprise several distinct proteins [27]. The CSR-1 22G-RNA branch licenses germline gene expression, whereas the WAGO 22G-RNA branch mediates exogenous and endogenous RNAi, including repression of aberrant transcripts and transposons [3]. Previous work has revealed roles for the piwi-interacting RNA (piRNA) and downstream RNAi pathway in bacterial sensing and pathogen-avoidance learning [28–30]. Recently, CSR-1 was shown to promote antibacterial resistance [21], but how distinct Argonaute-associated small RNA pathways contribute to antibacterial immunity remains unclear.

We previously identified TCER-1, the *C. elegans* homolog of human transcription elongation and splicing factor TCERG1 [31–35], as a repressor of host defense against multiple Gram-positive and Gram-negative pathogens, as well as abiotic stressors [36]. *tcer-1* mutants exhibit enhanced immunoresistance, whereas its overexpression shortens post-infection survival [36]. Mutants of the *Arabidopsis thaliana* TCER-1 homolog, PRP40, also show increased pathogen resistance [37]. TCER-1 has emerged in genetic screens for RNAi regulators suggesting that it may suppress immunity via a small RNA pathway [38,39]. Here, we show that *tcer-1* mutants exhibited reduced levels of 22G-RNAs from a subset of WAGO targets, and mutations in several WAGO genes phenocopied the enhanced immunoresistance of *tcer-1* mutants against the human opportunistic pathogen *Pseudomonas aeruginosa* strain PA14 (PA14). Integrative small RNA (sRNA)-mRNA sequencing revealed that this pathway does not induce global gene silencing but targets select immune-relevant effectors, including *scrm-4*, encoding a conserved phospholipid translocase, that promotes host defense. Together, our findings establish endogenous WAGO 22G-RNAs as repressors of antibacterial immunity and identify TCER-1 as a physiological regulator that promotes 22G-RNA biogenesis to constrain host defense.

## Results

### Overlapping roles for TCER-1, PPW-1, and RRF-1 in suppressing anti-bacterial immunity

TCER-1 is broadly expressed in the soma and germline [36,40]. To identify the tissues in which TCER-1 is necessary to repress immunity, we used *ppw-1(pk1425)* and *rrf-1(ok589)* mutants, which restrict RNAi to the soma and germline, respectively. *ppw-1* encodes an Argonaute and *rrf-1* encodes an RNA-directed RNA polymerase; both genes function specifically within the WAGO 22G-RNA pathway and strains containing mutations in these genes are widely used for tissue-restricted RNAi in worms [41,42]. Unexpectedly, both *ppw-1* and *rrf-1* mutants survived significantly longer upon PA14 infection compared to wildtype animals (Fig 1A and 1B and S1 Table). Moreover, *tcer-1* RNAi did not further enhance post-infection survival in either mutant (Fig 1A and 1B and S1 Table). Additionally, mutating *ppw-1* or *rrf-1* did not significantly further extend post-infection survival in *tcer-1(tm1452)* mutants, suggesting that PPW-1 and RRF-1 may regulate immunity through the same pathway as TCER-1 (Fig 1C and 1D and S2 Table). Given their roles in gene regulation, we tested whether *tcer-1*, *rrf-1*, or *ppw-1* regulate each other’s expression as a potential explanation for their shared functions in PA14 resistance. GFP expression from a TCER-1::GFP translational reporter [36,40] was modestly reduced in the intestinal nuclei of *ppw-1* and *rrf-1* mutants, suggesting that TCER-1 may act downstream of these genes (Fig 1E and 1F). However, *rrf-1* mRNA levels were modestly reduced in *tcer-1* mutants (~1.5-fold) based on the RNA-seq analysis described below, suggesting a positive feedback loop or a more complex regulatory hierarchy between *tcer-1, ppw-1* and *rrf-1*.

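*rrf-1* (WBGene00004508) lies on chromosome I of WBcel235 from 7643431 to 7649777 on the reverse strand. Its mRNA was measured by mRNA-seq in whole adults at 72 h, with 3 libraries each of wildtype animals and of 2 *tcer-1* deletion mutants, *tcer-1(tm1452)* and *tcer-1(glm27)*, and normalized by the authors. The normalized count of *rrf-1* was 5494 ± 127 (SD, n = 3) in wildtype, 3527 ± 114 (SD, n = 3) in *tcer-1(tm1452)* and 3855 ± 368 (SD, n = 3) in *tcer-1(glm27)*. The mean in wildtype was thus 1.56 times that of *tcer-1(tm1452)* and 1.43 times that of *tcer-1(glm27)*. The log2 fold change was -0.64 in *tcer-1(tm1452)* (standard error 0.06, limma adjusted p = 3.71e-07) and -0.52 in *tcer-1(glm27)* (standard error 0.06, limma adjusted p = 5e-06). All 3 libraries of each mutant lay below all 3 wildtype libraries, for which a two-sided exact permutation test gives p = 0.1, the smallest p that 3 libraries against 3 allow.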

**Fig 1:**
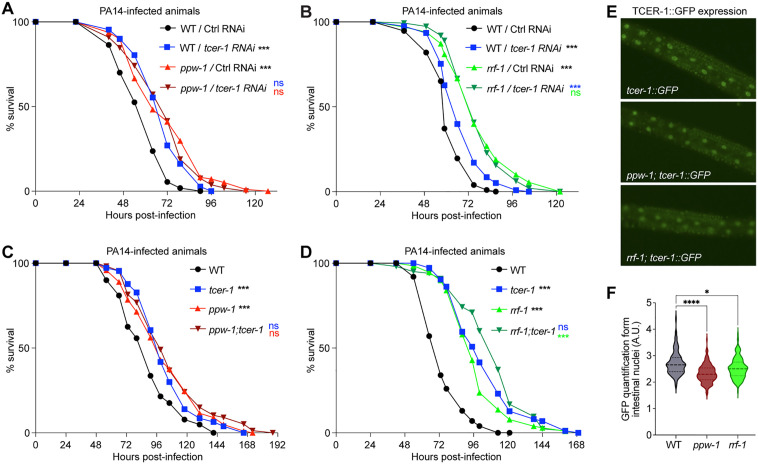
TCER-1, RRF-1, and PPW-1 act non-additively to regulate antibacterial immunity. **(A-D)** Impact of *tcer-1* inactivation by RNAi (A, B) or mutation (C, D) on survival of wildtype (WT) animals and *ppw-1* or *rrf-1* mutants following PA14 exposure. **A, B:** WT, *ppw-1(pk1425)* and *rrf-1(ok589)* grown from egg to L4 larval stage on bacteria expressing dsRNA targeting the control empty vector (Ctrl) or *tcer-1* and exposed to PA14 from L4 onwards. **A:** WT, Ctrl (black: m = 58.52 ± 1.48, n = 63/81); WT, *tcer-1* RNAi (blue, m = 69.23 ± 1.48, n = 78/109); *ppw-1* Ctrl RNAi (red, m = 71.2 ± 1.95, n = 99/112), *ppw-1*, *tcer-1* RNAi (maroon, m = 70.14 ± 1.62, n = 110/121). **B:** WT, Ctrl RNAi (black, m = 60.93 ± 0.95, n = 110/134); WT, *tcer-1* RNAi (blue, m = 67.91 ± 1.09, n = 129/157); *rrf-1*, Ctrl RNAi (neon green, m = 77.45 ± 1.67, n = 114/136); *rrf-1*, *tcer-1* RNAi (olive green, m = 77.3 ± 1.33, n = 117/154). **C-D:** Survival of WT and mutant strains upon PA14 exposure from L4 stage onwards. **C:** WT (black, m = 88.97 ± 2.01, n = 116/143), *tcer-1(tm1452)* (blue, m = 102.76 ± 2.3, n = 96/111), *ppw-1(pk1425)* (red, m = 102.95 ± 2.38, n = 134/148), *ppw-1(pk1425);tcer-1(tm1452)* (maroon, m = 106.68 ± 2.94, n = 95/116). **D:** WT (black, m = 74.9 ± 1.34, n = 108/130), *tcer-1(tm1452)* (blue, m = 103.91 ± 2.45, n = 91/120), *rrf-1(ok589)* (neon green, m = 97.99 ± 1.89, n = 113/137), *rrf-1(ok589);tcer-1(tm1452)* (olive green, m = 108.5 ± 2.55, n = 88/106). **E, F:** Representative images (E) and quantification (F) of TCER-1::GFP expression in intestinal nuclei of WT animals and *ppw-1(pk1425)* and *rrf-1(ok589)* mutant strains. In A-D, mean survival following PA14 exposure shown in hours (m) ± SEM; n = observed/total (see Methods for details). Significance was calculated and using the log-rank method (Mantel Cox, OASIS2), and *p* values were adjusted for multiple testing using the Bonferroni procedure. Statistical significance shown on each panel with the color of the asterisk indicating the strain being compared to. *p* < 0.05 (*), < 0.01 (**), < 0.001 (***), not significant (ns). Data from additional trials are presented in S1 and S2 Tables.

### Multiple WAGO 22G-RNA biogenesis factors suppress immunoresistance

To further explore the role of 22G-RNAs in the PA14 response, we examined resistance in several additional WAGO pathway mutants - *mut-16*, *mut-14,* and *smut-1* (which function partially redundantly), *mut-7*, and *rde-3* - all of which encode core components of the Mutator complex (Fig 2A) [43–48]). With the exception of *rde-3*, all exhibited enhanced PA14 resistance comparable to *tcer-1* mutants, although *mut-16* showed a more modest effect across trials (Fig 2B and 2E and S3 Table). RDE-3 is a nucleotidyltransferase that promotes entry of cleaved mRNAs into the 22G-RNA pathway via poly(UG) tailing [49]. The lack of enhanced survival of *rde-3* mutants suggests that this activity may not be required for suppressing antibacterial resistance, or that it also performs functions that offset this effect. In contrast to WAGO 22G-RNA factors, mutations in *rde-1*, which encodes an Argonaute required for exogenous 22G-RNA production and antiviral RNAi, but which is largely dispensable for endogenous 22G-RNAs [50–57], reduced survival on PA14 relative to wildtype (Fig 2F and S3 Table). This indicates that the WAGO 22G-RNA pathway’s role in regulating antibacterial resistance is distinct from its role in the antiviral RNAi pathway involving RDE-1.

**Fig 2:**
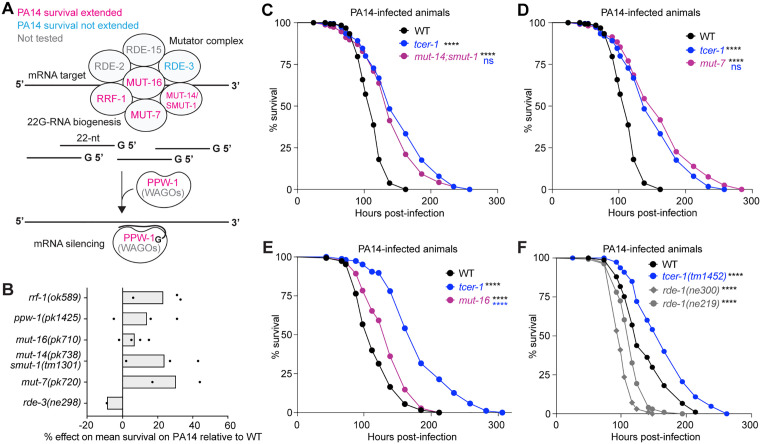
Loss of WAGO 22G-RNA biogenesis genes leads to enhanced immunoresistance. **A:** Schematic of the WAGO 22G-RNA pathway. **B:** Percent effect of 22G-RNA biogenesis factor mutations on survival upon PA14 infection compared to WT control (black line). Each data points represents percent effect in an independent trial. **C-F:** Representative graphs showing survival of *mut-14 smut-1* **(C)**, *mut-7* **(D)**, *mut-16* (E) and *rde-1* (F) mutants following PA14 infection compared to WT animals and *tcer-1* mutants. **C:** WT (m = 111.5 ± 1.9, n = 112/162), *tcer-1(tm1452)* (m = 151.4 ± 4.2, n = 120/201), *mut-14(pk738) smut-1(tm1301)* (m = 141.8 ± 3.7, n = 134/160). **D:** WT (m = 111.5 ± 1.9, n = 112/162), *tcer-1(tm1452)* (m = 151.4 ± 4.2, n = 120/201), *mut-7(pk720)* (m = 160.9 ± 5.5, n = 89/115). **E:** WT (m = 118.2 ± 2.7, n = 137/155), *tcer-1(tm1452)* (m = 183.11 ± 4.3, n = 119/170), *mut-16(pk710)* (m = 135.95 ± 2.9, n = 127/145). **F:** WT (m = 137.64 ± 3.3, n = 117/158), *tcer-1(tm1452)* (m = 166.53 ± 4.4, n= 94/167), *rde-1(ne300)* (m = 102.26 ± 1.2, n= 105/134), *rde-1(ne219)* (m = 115.25 ± 2.0, n = 105/135). In C-F, survival following PA14 exposure is shown in mean hours (m) ± SEM; n = observed/total (see Methods for details). Significance was calculated and using the log-rank method (Mantel Cox) and *P* values were adjusted for multiple testing using the Bonferroni procedure. Statistical significance shown on each panel with the color of the asterisk indicating the strain being compared to. *p* < 0.0001 (***), not significant (ns). Data from additional trials and other details are in S3 Table.

### *tcer-1* is required for normal levels of 22G-RNAs from a subset of WAGO targets

Based on our observations above and prior reports implicating TCER-1 in the WAGO 22G-RNA pathway [38,39], we asked whether TCER-1 is required for the formation or accumulation of WAGO 22G-RNAs and whether it also plays a role in regulating WAGO target mRNAs. To address these questions, we performed high-throughput sequencing of small RNAs and mRNA from developmentally synchronized, 72-hour adult *tcer-1(tm1452)* mutants and wildtype animals grown on nonpathogenic *Escherichia coli* (OP50) (Fig 3A). 

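The sRNA-seq libraries came from wildtype (N2), *tcer-1(tm1452)* (CF2166) and *tcer-1(glm27)* (AGP278) gravid adults grown at 20 °C and collected at 72 h. *tcer-1(glm27)* is a deletion of the gene made by genome editing. Each genotype had 3 biological replicates, giving 9 libraries. RNAs of 16 to 30 nt were size-selected and treated with a polyphosphatase, which makes the 5′ ends of 22G-RNAs fit for ligation, and libraries were sequenced single-end for 75 cycles. The authors mapped and counted the reads with the tinyRNA pipeline at its default settings and the WormBase WS279 release, and deposited reads scaled to library size (RPM) for 25899 features. The depth of each library was read from the smallest step between its values, which is the value of 1 read. Low values were whole multiples of that step, within the rounding of the values to 0.01 RPM, in 92.1 to 93.4% of cases. The depth was about 12941633 to 14407146 reads in wildtype (median 14150276), 14814815 to 16038492 in *tcer-1(tm1452)* (median 14892033) and 12903226 to 15625000 in *tcer-1(glm27)* (median 14781966). From these values, 1 was added to each RPM value before taking log2, and the 7376 features with a mean of at least 2 RPM over the 9 libraries, out of 23147 in 6 small RNA classes, were tested. Both mutants were compared with wildtype by limma, with all 9 libraries in 1 fit and Benjamini-Hochberg adjustment over the features tested in each comparison. A feature was called when its adjusted p was under 0.05 and its change was at least 2-fold, and called in both alleles when both calls had the same direction. Libraries of 1 genotype correlated with each other at r = 0.992 to 0.996 across features, except *tcer-1(tm1452)* replicate 3, whose r with replicates 1 and 2 was 0.936 and 0.941. The median log2 fold change of all tested features was -0.33 in either allele. The scaling factors for equal upper quartiles shift log2 fold changes by 0.42 in *tcer-1(tm1452)* and 0.47 in *tcer-1(glm27)*. Those for equal miRNA totals shift them by -0.39 and -0.40. These shifts are log2 ratios of the mean factors of wildtype and mutant libraries. The RPM fold changes thus hold only relative to the scale used.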

Because *tcer-1(tm1452)* mutants exhibit developmental asynchrony that can potentially confound RNA-seq analysis due to stage and tissue specific gene expression [58], we included an independently generated CRISPR deleted allele, *tcer-1(glm27)*, which phenocopies *tcer-1(tm1452)*- including enhanced PA14 resistance- but does not show developmental asynchrony (S1 Fig).

**Fig 3:**
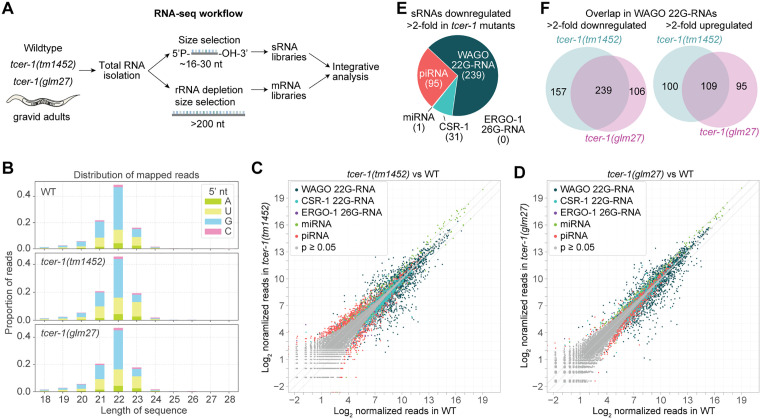
*tcer-1* inactivation leads to depletion of a subset of WAGO 22G-RNAs. **A:** Schematic of tandem sRNA-mRNA-seq pipeline. **B:** Size and 5’-nt distribution of sRNA-seq reads in WT and *tcer-1* mutants. One of 3 biological replicates is shown for each strain. **C-D:** Scatterplots showing individual small RNA-producing genes as the average log_2_ geometric mean (GM)-normalized sRNA-seq reads in WT animals (x axis) and *tcer-1(tm1452)* (C) or *tcer-1(glm27)* mutants (D) (y axis). *p* values were calculated using the Wald test with DESeq2. Small RNAs are color-coded by class. **E:** Pie chart showing the classification of the 366 small RNA features reduced in both *tcer-1* mutants. **F:** Overlap of WAGO targets showing >2-fold enrichment or depletion of 22G-RNAs in *tcer-1* mutants. See S4 Table for differential expression analysis of sRNAs.

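The reads of each small RNA class were summed in each library and divided by the sum over 6 classes, which came to between 613147 and 639710 RPM per library. WAGO class 22G-RNAs made up 47.7% ± 0.282 (SD, n = 3) of the reads in wildtype, 39.2% ± 4.08 in *tcer-1(tm1452)* and 39.0% ± 0.414 in *tcer-1(glm27)*. CSR-1 class 22G-RNAs made up 9.58% ± 0.0731 in wildtype, 7.94% ± 0.677 in *tcer-1(tm1452)* and 7.66% ± 0.482 in *tcer-1(glm27)*. The share of piRNAs was 5.74% ± 0.297 in wildtype, 4.31% ± 1.54 in *tcer-1(tm1452)* and 4.66% ± 0.530 in *tcer-1(glm27)*. The share of miRNAs was 36.9% ± 0.615 in wildtype, 48.3% ± 3.26 in *tcer-1(tm1452)* and 48.6% ± 0.918 in *tcer-1(glm27)*. The 26G-RNAs of the ERGO-1 class made up 0.0340% of the reads in wildtype, 0.0133% in *tcer-1(tm1452)* and 0.0369% in *tcer-1(glm27)*, and those of the ALG-3/4 class made up 0.00893%, 0.232% and 0.0458%. In each class and allele the mutant libraries lay wholly above or below the wildtype libraries (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow, and 0.109 after Benjamini-Hochberg adjustment over classes and alleles), except for the ERGO-1 class in *tcer-1(glm27)* (exact permutation p = 0.8). Without the 10 features of highest mean, the mutant share of WAGO 22G-RNAs in *tcer-1(glm27)* rose from 0.818 to 0.923 of that in wildtype, and the share of miRNAs in *tcer-1(tm1452)* rose from 1.31 to 1.47 of it. The piRNA shares of *tcer-1(tm1452)* replicates 1 and 2 (7.55% and 7.38%) and of *tcer-1(glm27)* replicate 1 (7.40%) then lay within the wildtype range of 7.06% to 7.67%.

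**Figure D1:**
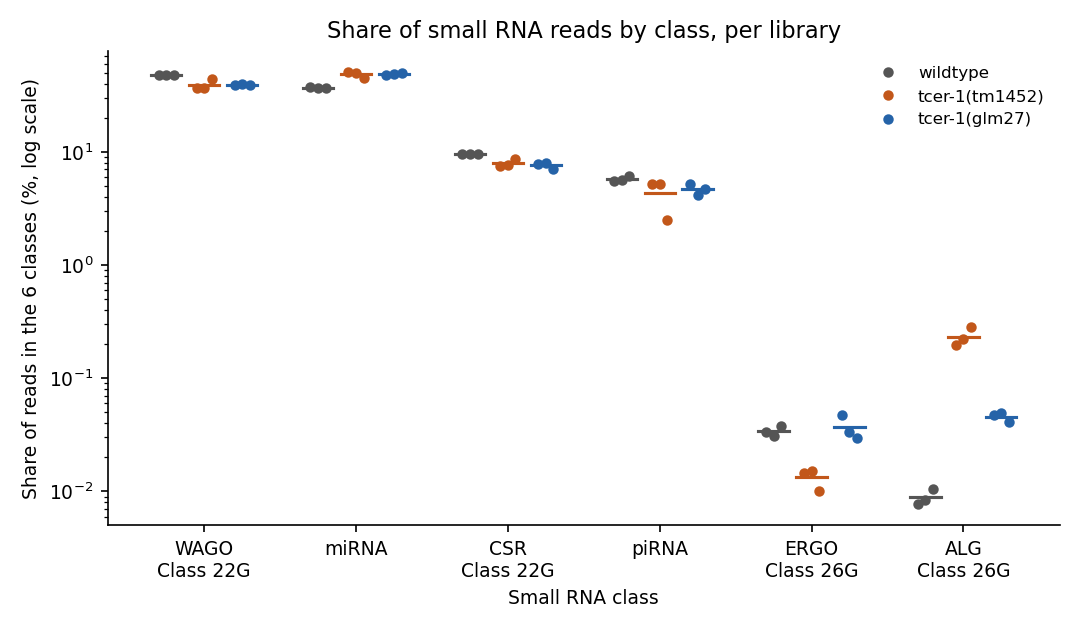
Share of the reads in the 6 small RNA classes (%, log scale) by class, with 1 point per library and a line at the mean of the 3 libraries of each genotype. WAGO 22G-RNAs and miRNAs together hold most of the reads in all 9 libraries, and the share of miRNAs is higher in the mutant than in the wildtype libraries.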

Global small RNA profiles were highly similar between wildtype and *tcer-1* mutants, and were dominated by 22-nucleotide (nt), 5’G-containing sequencing reads characteristic of 22G-RNAs [52], indicating that *tcer-1* does not broadly dictate the small RNA landscape (Fig 3B). 

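The authors' table gives each small RNA locus its class. The WAGO class of 22G-RNAs holds 2215 loci, of which 2064 had enough reads to be tested, and the CSR-1 class holds 3608, of which 3154 were tested. There were 26 loci listed under both classes, and each of these entered both counts. Both classes take reads of 21 to 23 nt that start with G and are antisense to the gene. Of 15363 piRNAs, 1911 were tested, and of 439 miRNAs, 180 were tested. The remaining classes were 26G-RNAs, with 22 of 123 loci of the ERGO-1 class and 45 of 1399 loci of the ALG-3/4 class tested. Features listed as 23H-RNAs (1194) and the secondary 22G-RNAs of ALG-3/4, ERGO-1 and 23H-RNA targets (1399, 123 and 36) were not tested one by one.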

Small RNAs were classified as miRNAs, piRNAs, or siRNAs, with siRNAs subclassified by their associated Argonautes (CSR-1, WAGO, or ERGO-1) and grouped by the gene from which they were processed [3]. Both *tcer-1* alleles produced highly concordant effects on small RNA abundance (Fig 3C and 3D and S4 Table). 

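Across the tested features, the log2 fold changes of both alleles correlated with Pearson's r = 0.694 and Spearman's rho = 0.607. Features are not independent replicates, and both alleles share the wildtype libraries, which alone gives a correlation. In 100 simulated pairs of unchanged mutant groups set against the real wildtype libraries, r averaged 0.502 and reached at most 0.542, and rho averaged 0.449 and reached at most 0.471. A call in both alleles was made for 0.04 features on average in these simulations and for 1 at most. In the data, 803 features were lower and 275 higher in *tcer-1(tm1452)*, and 670 were lower and 124 higher in *tcer-1(glm27)*. Of the 1369 features called in either allele, 36.2% were called in both in the same direction and 7 in opposite directions. Dropping the filter on low values moved rho most, to 0.705. Leaving out *tcer-1(tm1452)* replicate 3 gave a rho of 0.664, the highest among the libraries left out in turn, and leaving out *tcer-1(tm1452)* replicate 1 the lowest, at 0.557. The alleles also differed from each other. In the direct comparison by limma, 179 features were lower and 290 higher in *tcer-1(tm1452)* than in *tcer-1(glm27)*. The largest differences with lower values in *tcer-1(tm1452)* were at *cht-2*, *Y116F11A.1* and *T25D3.3*. The 22G-RNAs of *cht-2* (chromosome II, 8520925 to 8523490) were at 91.3 ± 3.04 RPM (SD, n = 3) in wildtype, 6.77 ± 1.67 in *tcer-1(tm1452)* and 92.4 ± 2.73 in *tcer-1(glm27)*, a log2 difference of -3.61 between the alleles (standard error 0.13, limma adjusted p = 3.81e-07). At *Y116F11A.1*, of whose exonic sequences 25.2% of 22-base length occur elsewhere in the genome, the log2 difference was -3.43, and at *T25D3.3*, which overlaps *T25D3.4* on the same strand, it was -3.25. The largest differences in the other direction were at *Y38F2AR.12* (4.15), *egl-8* (4.14) and *rimb-1* (4.09). *Y38F2AR.12* overlaps *Y38F2AR.10* on the same strand. Its 22G-RNAs were at 176 ± 1.6 RPM in wildtype, 137 ± 9.04 in *tcer-1(tm1452)* and 6.78 ± 0.356 in *tcer-1(glm27)*.

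**Figure D2:**
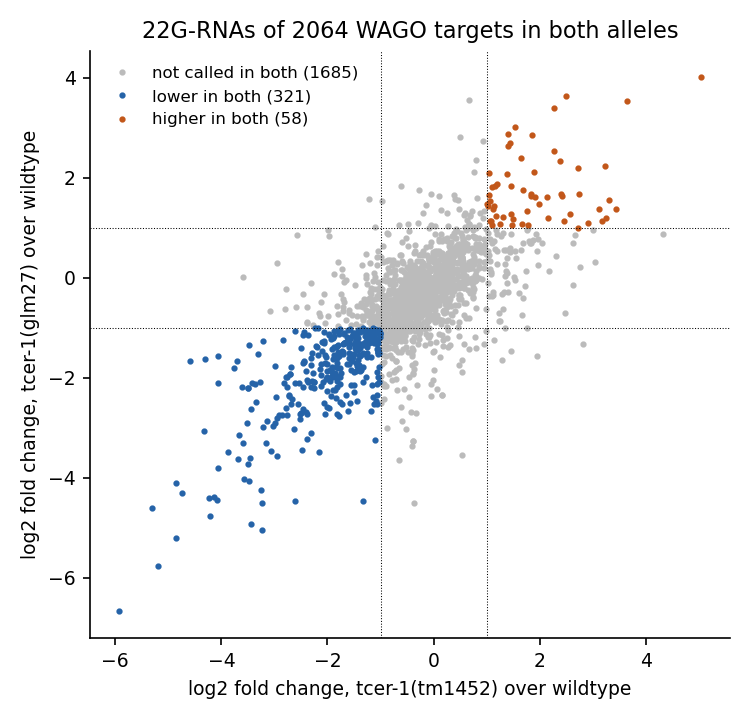
log2 fold change of 22G-RNAs over wildtype in tcer-1(tm1452) (x axis) and tcer-1(glm27) (y axis), with 1 point for each of the 2064 tested WAGO targets and dotted lines at 2-fold. The 321 loci lower in both alleles lie at the lower left and the 58 higher in both at the upper right.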

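By limma, 420 small RNA features were lower and 76 were higher in both *tcer-1(tm1452)* and *tcer-1(glm27)*. Of those lower in both, 343 (81.7%) were 22G-RNA loci and the remaining 77 were piRNAs. Of those higher in both, 58 were WAGO class 22G-RNA loci, 4 were CSR-1 class loci and 14 were ALG-3/4 class 26G-RNA loci. The balance of lower and higher features followed the scaling of the libraries. With equal upper quartiles, 198 features were lower and 198 higher in both alleles, and with equal miRNA totals 997 were lower and 36 higher. Median-of-ratios scaling, chosen after the values were seen, gave 221 lower and 157 higher. When each library was left out in turn, between 400 and 447 features were lower in both alleles. The number of lower piRNAs was 51 without wildtype replicate 3.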

A total of 366 small RNA features were reduced in both mutants, 270 (74%) of which were 22G-RNAs. Among these 270 that affected 22G-RNA loci, 31 (11%) corresponded to CSR-1 targets, whereas 239 (89%) were WAGO targets (Fig 3E and S4 Table). 

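Of the 22G-RNA loci lower in both alleles in the limma comparison, 321 (93.6%) were WAGO targets and 22 (6.41%) were CSR-1 targets. These were 15.6% of the WAGO loci tested and 0.698% of the CSR-1 loci tested, an odds ratio of 26.2 (two-sided Fisher's exact test, p = 7.63e-107), where loci are counted as if independent. The number of CSR-1 targets was 226 with equal miRNA totals, 5 with equal upper quartiles and 4 with a pseudocount of 5. Among loci with a mean of at least 10 RPM, 240 of 1723 WAGO targets (13.9%) and 5 of 1614 CSR-1 targets (0.310%) were lower in both alleles.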

Of the 2,215 annotated WAGO targets analyzed [45], 348 were misexpressed in *tcer-1* mutants, including the 239 that were downregulated and an additional 109 that were upregulated in both *tcer-1* alleles (Fig 3F and S4 Table). These data indicate that TCER-1 selectively influences 22G-RNA formation or stability from a subset of WAGO targets. 

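With the limma calls, 379 WAGO targets had 22G-RNAs that were lower or higher in both alleles, 18.4% of those tested. Lower 22G-RNAs were found at 441 WAGO targets in *tcer-1(tm1452)* and 496 in *tcer-1(glm27)*, of which 120 were lower in *tcer-1(tm1452)* only and 175 in *tcer-1(glm27)* only. Higher 22G-RNAs were found at 139 and 100, with 81 in *tcer-1(tm1452)* only and 42 in *tcer-1(glm27)* only, and 1274 WAGO targets were called in neither allele. When each library was left out in turn, the number lower in both alleles stayed between 309 and 337 and the number higher in both between 52 and 60. With equal upper quartiles, 181 WAGO targets were lower and 133 higher in both alleles, and with equal miRNA totals 523 were lower and 28 higher. Median-of-ratios scaling gave 195 lower and 107 higher. The 3 largest decreases were at *T28D6.4*, *ZC123.4* and *egl-20*. *T28D6.4* (WBGene00012124, chromosome III, 11360456 to 11366198) fell from 289 ± 9.75 RPM (SD, n = 3) in wildtype to 4.43 ± 3.40 in *tcer-1(tm1452)* and 1.86 ± 0.337 in *tcer-1(glm27)*, log2 fold changes of -5.92 and -6.67 (standard error 0.36, limma adjusted p = 2.71e-06 and 1.5e-06). Changes on the log2 scale were -5.19 and -5.76 at *ZC123.4* (chromosome I), which overlaps *ZC123.1* on the other strand, and -4.86 and -5.20 at *egl-20* (chromosome IV). The 3 largest increases were at *epg-2*, *R07H5.9* and *C07G3.8*. *epg-2* (WBGene00021468, chromosome I, 2300086 to 2302813) rose from 10.7 ± 0.773 RPM to 383 ± 22.1 in *tcer-1(tm1452)* and 188 ± 6.35 in *tcer-1(glm27)*, log2 fold changes of 5.03 and 4.01. *R07H5.9* rose by 3.63 and 3.54 on the log2 scale and *C07G3.8* by 2.49 and 3.65. *epg-2* overlaps *tpxl-1* and *R07H5.9* overlaps *adk-1*, in either case on the other strand.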

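The median log2 fold change of the WAGO class was -0.31 in *tcer-1(tm1452)* and -0.40 in *tcer-1(glm27)*, and that of the CSR-1 class was -0.28 and -0.36. The piRNAs had a median of -0.60 and -0.29 and the miRNAs of 0.43 and 0.39. The 26G-RNAs of the ALG-3/4 class had a median of 2.72 in *tcer-1(tm1452)* and 0.86 in *tcer-1(glm27)*, and those of the ERGO-1 class of -1.33 and 0.06. WAGO targets with higher 22G-RNAs in both alleles made up 2.81% of those tested. From the changes at these WAGO targets in both alleles, the paper concludes that TCER-1 selectively affects how 22G-RNAs form, or how stable they are, at some WAGO targets.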

Although these effects may be indirect, possibly caused by altered processing of WAGO target mRNAs in *tcer-1* mutants, our genetic epistasis analyses are consistent with a model in which TCER-1 and WAGO 22G-RNAs function through a shared set of targets to suppress immunity.

### TCER-1 functions through the 22G-RNA target *scrm-4* to repress antibacterial resistance

Using the mRNA-seq data generated in parallel with the sRNA-seq data, we assessed the impact of *tcer-1* loss on mRNA expression of WAGO 22G-RNA pathway genes [45,46]. 

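The mRNA-seq libraries came from the same genotypes and stage as the sRNA-seq libraries, with 3 biological replicates each of wildtype, *tcer-1(tm1452)* and *tcer-1(glm27)*. RNA longer than 200 nt was depleted of rRNA and made into directional libraries, which were sequenced paired-end for 150 cycles. The authors trimmed the reads with fastp, counted them on genes with RSEM 1.3.1 and STAR 2.7.10b, and divided the counts by the size factors of DESeq2, which they call geometric mean-normalized counts. The deposited table holds these normalized counts for 29970 genes. The reads behind each library, read from the value of 1 read, were about 20576178 to 26003828 in wildtype (median 22451749), 18053249 to 27759961 in *tcer-1(tm1452)* (median 21706487) and 23775848 to 25101998 in *tcer-1(glm27)* (median 24020726). RSEM splits reads that match several genes, and the paper's text does not name the strand that was counted, so values of overlapping genes and of genes with close copies are uncertain. The 17037 genes with a mean normalized count of at least 2 were compared as for the small RNAs. Libraries of 1 genotype correlated at r = 0.986 to 0.989 across genes. The median log2 fold change of all tested mRNAs was 0.02 in *tcer-1(tm1452)* and 0.13 in *tcer-1(glm27)*. The scaling factors for equal upper quartiles shift log2 fold changes by 0.08 and 0.18.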

None of the known genes involved in WAGO 22G-RNA biogenesis or amplification were significantly downregulated >2-fold in both *tcer-1* mutants, indicating that misexpression of WAGO pathway genes is unlikely to underlie the observed loss of 22G-RNAs. However, more modest changes, such as an ~ 1.3-fold downregulation of *rrf-1*, could contribute to the phenotype (S5 Table). Both *tcer-1* mutants exhibited modest, bidirectional changes in WAGO target gene expression; of the 2,215 annotated WAGO targets only a small fraction were consistently misexpressed in both mutants, with 90 upregulated and 34 downregulated (Fig 4A and 4C and S5 Table).

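A list of 18 WAGO 22G-RNA biogenesis genes was drawn up from Fig 2A, the paper's text and the pathway's published components before the data were examined. It holds *rrf-1*, *ego-1*, *drh-3*, *ekl-1*, *mut-2* (also called *rde-3*), *mut-7*, *mut-14*, *smut-1*, *mut-15*, *mut-16*, *rde-2*, *rde-8*, *rde-10*, *rde-11*, *rde-12*, *nyn-1*, *nyn-2* and *znfx-1*, and all were tested. By limma, none was lower by 2-fold in either allele at an adjusted p under 0.05, and the number at an unadjusted p under 0.05 was also 0. At smaller changes, 14 genes were lower in *tcer-1(tm1452)* and 17 in *tcer-1(glm27)* when adjusted over all genes, 15 and 17 when adjusted over the list alone, and 14 were lower in both alleles. The median log2 fold change of the list was -0.32 in *tcer-1(tm1452)* and -0.43 in *tcer-1(glm27)*. As a set, the genes were lower in both alleles by limma's camera with its preset correlation of 0.01 (adjusted p = 0.000159 and 3.23e-07) and by fry (adjusted p = 0.000806 and 0.000338), but not when the correlation was estimated (adjusted p = 0.458 and 0.339). After rescaling to equal upper quartiles, 11 genes were lower in both alleles. The largest decrease was that of *rde-8*, from 1773 ± 134 (SD, n = 3) normalized counts in wildtype to 997 ± 44.9 in *tcer-1(tm1452)* and 1033 ± 75.4 in *tcer-1(glm27)*, a log2 fold change of -0.83 and -0.78. *rde-8* here, and *wago-11* and *wago-10* below, were picked for printing after their values were seen. Of a second list of 12 WAGO Argonautes, 11 were tested. The median log2 fold change of this list was -0.21 in *tcer-1(tm1452)* and -0.38 in *tcer-1(glm27)*, while its mean was 0.11 and 0.04. Camera gave this list an adjusted p of 0.188 in either allele and a direction of lower, and fry gave 0.00283 and 0.00948. *wago-11*, annotated as a pseudogene, was lower by more than 2-fold in both alleles, from 78.1 ± 12.5 normalized counts in wildtype to 25.2 ± 7.84 in *tcer-1(tm1452)* and 30.3 ± 2.96 in *tcer-1(glm27)*, log2 fold changes of -1.63 and -1.33. *wago-10* was higher, with log2 fold changes of 4.79 and 3.23 from 2.69 ± 2.38 (SD, n = 3) normalized counts in wildtype. With each library left out in turn they ranged from 4.01 to 5.24 and from 2.46 to 3.69, lowest without wildtype replicate 2.

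**Figure D3:**
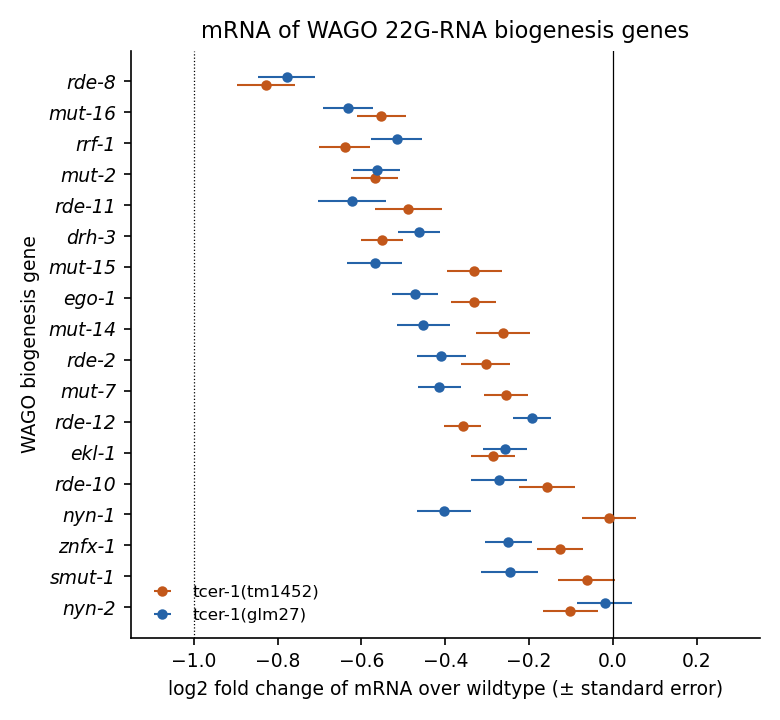
log2 fold change of mRNA over wildtype (x axis, ± standard error from limma) of the 18 WAGO biogenesis genes in tcer-1(tm1452) and tcer-1(glm27), with a dotted line at a 2-fold decrease. All 18 genes lie above that line in both alleles, and rde-8 lies closest to it.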

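With each library left out in turn, the log2 fold change of *rrf-1* stayed between -0.66 and -0.62 in *tcer-1(tm1452)* and between -0.59 and -0.46 in *tcer-1(glm27)*. With equal upper quartiles it was -0.56 in *tcer-1(tm1452)* and -0.34 in *tcer-1(glm27)*, the smallest changes among the scalings. Other genes of the list also fell, of which *drh-3*, *rde-11* and *mut-15* were picked for printing after their values were seen. *mut-16* (chromosome I, 10080159 to 10085765) went from 4843 ± 171 (SD, n = 3) normalized counts in wildtype to 3302 ± 59.8 in *tcer-1(tm1452)* and 3131 ± 279 in *tcer-1(glm27)*, log2 fold changes of -0.55 and -0.63. The log2 fold changes were -0.57 and -0.56 for *mut-2*, -0.55 and -0.46 for *drh-3*, -0.49 and -0.62 for *rde-11*, and -0.33 and -0.57 for *mut-15*. *mut-7* had -0.26 and -0.41, and *mut-14*, of whose exonic 50-base sequences 27.9% occur elsewhere in the genome, had -0.26 and -0.45. *smut-1* fell in *tcer-1(glm27)* (-0.25, limma adjusted p = 0.0058) but not detectably in *tcer-1(tm1452)* (-0.06, limma adjusted p = 0.424), and with equal upper quartiles the fall in *tcer-1(glm27)* was not past the threshold either (-0.07). *ppw-1*, of whose exonic 50-base sequences 60.4% occur elsewhere in the genome, had log2 fold changes of -0.07 (limma adjusted p = 0.284) and -0.13 (limma adjusted p = 0.0827). Both log2 fold changes had the other sign with equal upper quartiles (0.01 and 0.05). Leaving out wildtype replicate 1 or *tcer-1(glm27)* replicate 1 brought the fall in *tcer-1(glm27)* past the threshold (limma adjusted p = 0.042 and 0.0238).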

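Of the annotated WAGO targets, 2004 are in the mRNA table and 1841 had enough reads to be tested. By limma, 103 were higher and 34 were lower in both alleles, together 7.44% of those tested. In *tcer-1(tm1452)* 256 WAGO target mRNAs were higher and 230 lower, and in *tcer-1(glm27)* 145 were higher and 56 lower. Of these, 153 were higher and 196 lower in *tcer-1(tm1452)* only, and 42 were higher and 22 lower in *tcer-1(glm27)* only. A pseudocount of 5 gave 71 higher and 30 lower in both alleles, and equal upper quartiles gave 131 higher and 26 lower. With each library left out in turn, 98 to 106 were higher and 30 to 38 lower. Over all tested genes, 1875 mRNAs were higher and 211 lower in both alleles. The log2 fold changes of the alleles correlated across genes with r = 0.733 and rho = 0.687, against a mean of 0.496 and a maximum of 0.561 for r, and of 0.437 and 0.453 for rho, in simulated pairs of unchanged groups that share the wildtype libraries. Of the 5398 mRNAs called in either allele, 38.6% were called in both in the same direction and 45 in opposite directions. The largest decreases among WAGO targets were those of *spd-3*, *Y42A5A.5* and *bath-35*. *spd-3* (chromosome IV, 6762716 to 6765200) fell from 581 ± 57.7 (SD, n = 3) normalized counts in wildtype to 87.2 ± 1.33 in *tcer-1(tm1452)* and 105 ± 13.9 in *tcer-1(glm27)*, log2 fold changes of -2.72 and -2.47 (standard error 0.11, limma adjusted p = 6.82e-11 and 8.12e-10). Changes on the log2 scale were -2.73 and -2.44 for *Y42A5A.5* and -2.12 and -2.48 for *bath-35*. The largest increases were those of *C38D9.2*, *scrm-4* and *F15D4.5*. *C38D9.2* (chromosome V, 17567150 to 17571742) rose from 17.6 ± 0.676 normalized counts to 2288 ± 176 in *tcer-1(tm1452)* and 4054 ± 235 in *tcer-1(glm27)*, log2 fold changes of 6.94 and 7.77. The paper states that the changes in WAGO target mRNAs were modest and went in both directions. It adds that a small fraction of the WAGO targets changed in both mutants.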

**Fig 4:**
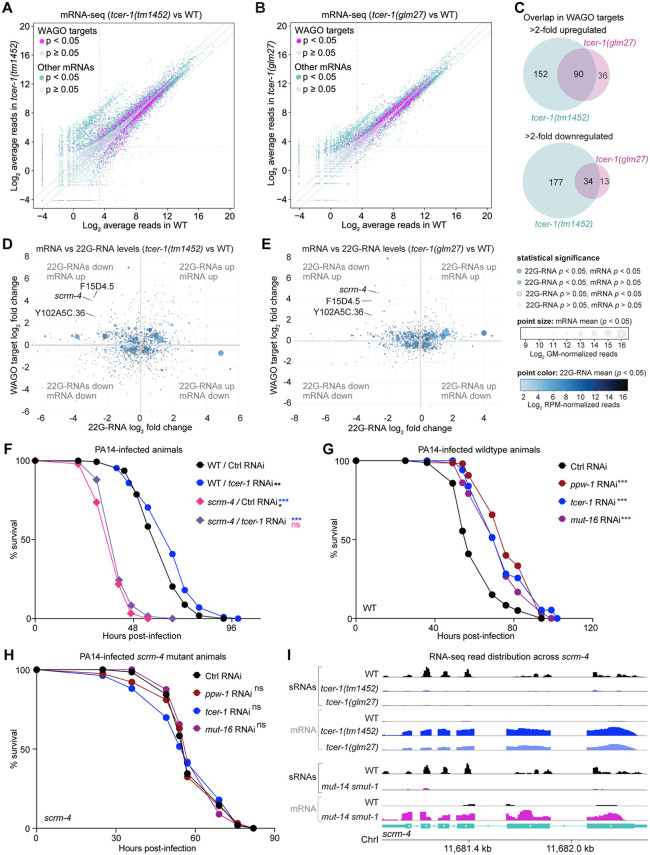
Mutation of the TCER-1 and WAGO 22G-RNA target *scrm-4* compromises antibacterial immunity. **A-B:** Scatterplots showing WAGO 22G-RNA producing genes as the average log_2_ GM-normalized mRNA-seq reads in wildtype (WT, x axis) and *tcer-1(tm1452)* (A) or *tcer-1(glm27)* mutants **(B)** (y axis). n = 3 biological replicates. **C:** Overlap in WAGO 22G-RNA producing genes enriched or depleted of mRNA-seq reads >2-fold in *tcer-1* mutants. See S5 Table for differential expression analysis of all mRNA features. **D-E:** Correlation between WAGO 22G-RNAs and target mRNAs. Cosmic plots displaying WAGO 22G-RNA producing genes as a function of log_2_ fold change in mRNA levels (y axis) and 22G-RNA levels (x axis) in *tcer-1(tm1452)* (D) or *tcer-1(glm27)* mutants **(E)**. Read abundance and statistical significance are indicated as outlined in the key in **(E)**. **F-H:** Survival of WT and *scrm-4(ok3596)* mutants grown from egg to L4 larval stage on empty vector control (Ctrl) or *tcer-1* **(F)** or *ppw-1* **(G, H)** RNAi-inducing bacteria and subsequently exposed to PA14. **F:** WT/Ctrl RNAi (m = 62.42 ± 1.0, n = 118/150), WT/*tcer-1* RNAi (m = 66.42 ± 1.22, n = 112/157), *scrm-4*/Ctrl RNAi (pink, m = 39.29 ± 0.57, n = 141/149), *scrm-4*/*tcer-1* RNAi (purple, m = 41.86 ± 0.56, n = 144/150). **G:** Survival of WT animals on Ctrl RNAi (black, m = 64.75 ± 1.7, n = 61/89), *tcer-1* RNAi (blue, m = 80.82 ± 2.11, n = 39/90), *ppw-1* RNAi (red, m = 81.8 ± 2.01, n = 30/80), *mut-16* RNAi (plum, m = 78.85 ± 2.2, n = 30/93). **H:** Survival of *scrm-4* mutants on Ctrl RNAi (black, m = 61.78 ± 1.43, n = 52/74), *tcer-1* RNAi (blue, m = 60.3 ± 1.7, n = 56/82), *ppw-1* RNAi (red, m = 60.03 ± 1.48, n = 64/81), *mut-16* RNAi (plum, m = 63.9 ± 1.42, n = 45/82). **I:** sRNA and mRNA read distribution across *scrm-4* in WT and *tcer-1* and WT and *mut-14 smut-1* mutant adult animals. One of three biological replicates is shown. Reads normalized by million reads. In F-H, survival is shown in mean hours (m) ± SEM; n = observed/total (see Methods for details). Significance was calculated using the log-rank method (Mantel Cox) and *P* values were adjusted for multiple testing using the Bonferroni procedure. Statistical significance shown on each panel with the color of the asterisk indicating the strain being compared to. *p* < 0.0001 (***), *p* < 0.001 (**), *p* < 0.05 (*), not significant (ns). Data from additional trials and other details shown in S8 Table.

Given the disparity between the numbers of misregulated 22G-RNAs and WAGO target mRNAs in *tcer-1* mutants, we next assessed the relationship between WAGO target mRNA levels and corresponding 22G-RNA abundance. 

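The log2 fold changes of 22G-RNAs and mRNA were compared across the 1747 WAGO targets tested in both the sRNA-seq and the mRNA-seq data. Spearman's rho was 0.0622 in *tcer-1(tm1452)* (95% bootstrap interval over genes 0.0116 to 0.113) and 0.0825 in *tcer-1(glm27)* (0.0375 to 0.133), so that the relation was weak and positive. Genes are not independent replicates. Pearson's r was 0.0563 (-0.00200 to 0.116) and 0.0305 (-0.0355 to 0.101). The sign in *tcer-1(tm1452)* depended on the least abundant targets. With a filter of a mean of 10, rho was -0.00922 (-0.0648 to 0.0482) in *tcer-1(tm1452)* and 0.0216 (-0.0337 to 0.0794) in *tcer-1(glm27)*. Over the targets with a call in either kind of library, rho was 0.0801 across 794 targets in *tcer-1(tm1452)* and 0.171 across 659 in *tcer-1(glm27)*. The rho over all 1747 targets stayed between 0.0578 and 0.0722 in *tcer-1(tm1452)* and between 0.0743 and 0.0887 in *tcer-1(glm27)* with each library left out in turn.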

There was no clear global anticorrelation between the mRNA and 22G-RNA levels, consistent with similarly weak anticorrelation in *mut-16*, *wago-1*, and *wago-3* mutants in prior reports (Fig 4D and 4E and S6 and S7 Tables) [59,60]. Only 14 WAGO targets exhibited the expected anticorrelative relationship between 22G-RNA and mRNA abundance and had both 22G-RNAs and mRNAs that were misexpressed >2-fold in both *tcer-1* mutants (S6 and S7 Tables). Among these, only three genes, *F15D4.5*, *Y102A5C.36*, *scrm-4*, showed particularly strong effects, with 22G-RNAs reduced >4-fold and corresponding mRNA levels increased by >4-fold (Fig 4D and 4E and S6 and S7 Tables). 

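With the limma calls, 18 WAGO targets had 22G-RNAs and mRNA changed in opposite directions in both alleles, and in all 18 the 22G-RNAs were lower and the mRNA higher. They were *col-38*, *col-111*, *rnh-1.3*, *C06A1.3*, *scrm-4*, *F15D4.5*, *F15D4.6*, *ser-5*, *bigr-1*, *F53B6.7*, *T19A6.4*, *Y102A5C.6*, *C44B12.3*, *W06A11.4*, *dmd-9*, *Y102A5C.36*, *M162.12* and *R04A9.9*. *F53B6.7* overlaps *F53B6.5* on the same strand, so its values are uncertain, and *W06A11.4*, *Y102A5C.6* and *M162.12* are annotated as pseudogenes. *bigr-1*, *col-111* and *ser-5* each overlap a gene on the other strand. Collagen mRNAs were higher as a list of 131 genes, by median log2 fold changes of 2.76 in *tcer-1(tm1452)* and 1.38 in *tcer-1(glm27)*. The rise of *col-38* and *col-111* mRNA is thus not particular to targets with lower 22G-RNAs. When the mRNA calls were permuted over the WAGO targets 10000 times, a mean of 16.3 targets had lower 22G-RNAs and higher mRNA (95% range 10 to 24, one-sided permutation p = 0.366). Changes in the same direction in both alleles were also found, with both kinds of RNA lower at 13 targets (5.71 by permutation, 95% range 2 to 10, one-sided permutation p = 0.0018) and both higher at 6 (2.55 by permutation, 95% range 0 to 6, one-sided permutation p = 0.0368). With each library left out in turn, 17 to 20 targets had opposite changes. A pseudocount of 5 gave 12 and equal miRNA totals gave 25. The targets with both kinds lower numbered 6 with a pseudocount of 5, 5 with a filter of a mean of 10 and 5 with equal upper quartiles, where the excess over independent calls was not past the threshold (one-sided Fisher's exact test, p = 0.135, 0.281 and 0.0824), while 18 opposite changes with equal upper quartiles stood against 11.7 expected (one-sided Fisher's exact test, p = 0.0389). Over the alternatives that leave out no library, p ranged from 0.00151 to 0.281 for both lower and from 0.0389 to 0.663 for lower 22G-RNAs with higher mRNA. The fall of the 22G-RNAs of *bigr-1* in *tcer-1(glm27)* was at the limit of 2-fold (limma adjusted p = 0.00292) and was not past it with equal upper quartiles (-0.58). All 14 targets that the paper lists were among the 18, and *bigr-1*, *F53B6.7*, *R04A9.9* and *M162.12* were found only here. The paper's log2 fold changes of their 22G-RNAs were short of 2-fold in 1 allele. They were -0.72, -0.7 and -0.777 in *tcer-1(glm27)* for the first 3 and -0.749 in *tcer-1(tm1452)* for *M162.12*.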

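At *F15D4.5* (WBGene00008862, chromosome II, 13245376 to 13247774), 22G-RNAs fell from 1897 ± 107 RPM (SD, n = 3) in wildtype to 249 ± 65.3 in *tcer-1(tm1452)* and 159 ± 4.49 in *tcer-1(glm27)*, log2 fold changes of -2.96 and -3.57 (standard error 0.15, limma adjusted p = 9.51e-07 and 4.07e-07). Its mRNA rose from 77.1 ± 4.65 normalized counts to 1610 ± 59.7 and 1103 ± 77.2, log2 fold changes of 4.37 and 3.82 (standard error 0.07, limma adjusted p = 1.33e-14 and 8.54e-14). At *Y102A5C.36* (WBGene00044213, chromosome V, 16926922 to 16927445), 22G-RNAs fell from 281 ± 14 RPM to 32.8 ± 2.08 and 24.6 ± 1.35, log2 fold changes of -3.06 and -3.46 (standard error 0.07, limma adjusted p = 1.77e-08 and 1.04e-08). Its mRNA rose from 49.8 ± 9.64 normalized counts to 304 ± 23.4 and 269.9 ± 27.9, log2 fold changes of 2.60 and 2.43 (standard error 0.14, limma adjusted p = 8.1e-10 and 5.49e-09). At *scrm-4* (WBGene00008681, chromosome I, 11680899 to 11682441), 22G-RNAs fell from 82.1 ± 0.65 RPM to 7.89 ± 0.320 and 9.49 ± 0.665, log2 fold changes of -3.22 and -2.99 (standard error 0.07, limma adjusted p = 1.72e-08 and 1.58e-08). Its mRNA rose from 46.9 ± 1.71 normalized counts to 781 ± 22.4 and 1131 ± 16, log2 fold changes of 4.03 and 4.56 (standard error 0.07, limma adjusted p = 1.9e-14 and 8.41e-15). *scrm-4* overlaps *kpc-1*, which is on the other strand, so reads of *kpc-1* could enter its values if both strands were counted. All 3 libraries of either mutant lay beyond all 3 wildtype libraries for each gene and both kinds of RNA. Of the targets with opposite changes, 4 had changes of at least 4-fold in both kinds of RNA and both alleles. The other was *rnh-1.3* (WBGene00007303), with log2 fold changes of -2.05 and -2.72 in 22G-RNAs and 2.55 and 2.84 in mRNA. *rnh-1.3* fell outside the 4-fold limit with equal upper quartiles and without sRNA-seq *tcer-1(tm1452)* replicate 1, where 3 targets remained.

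**Figure D4:**
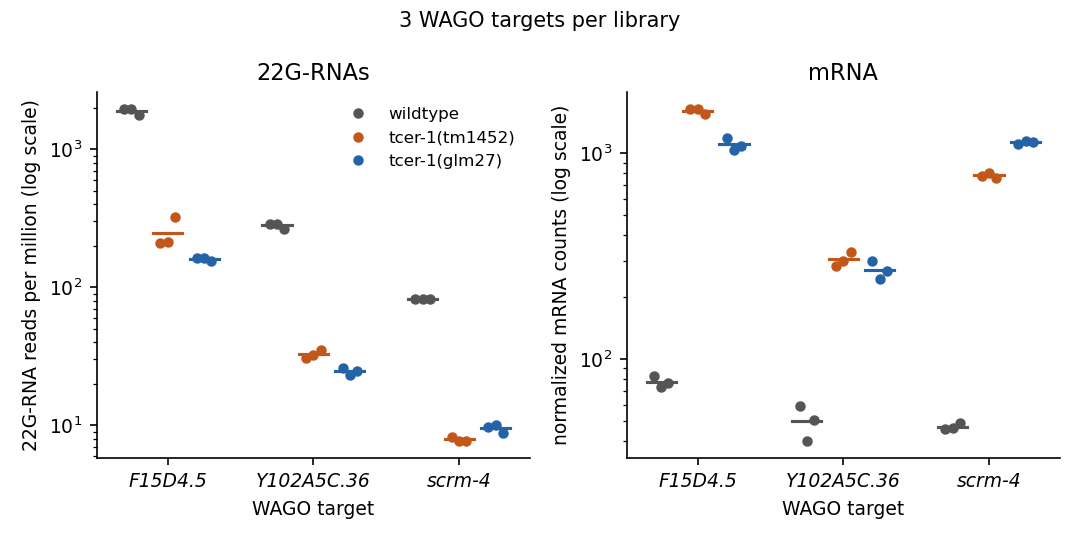
22G-RNA reads (RPM, left, log scale) and normalized mRNA counts (right, log scale) of F15D4.5, Y102A5C.36 and scrm-4, with 1 point per library and a line at the mean of the 3 libraries of each genotype. For each gene the mutant libraries lie below the wildtype libraries in 22G-RNAs and above them in mRNA.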

While *F15D4.5* and *Y102A5C.36* encode poorly characterized proteins lacking conserved domains or obvious functional annotations, *scrm-4* encodes a phospholipid scramblase orthologous to human PLSCR3, a protein implicated in membrane phospholipid translocation, mitochondrial structure and function, and apoptosis [61–63]. Lipid metabolism is a well-established regulator of *C. elegans* immunity [64], and our recent work demonstrated that TCER-1 promotes phospholipid remodeling to shape immunometabolism [65]. Together, the (i) strong regulatory signature, (ii) functional annotation and evolutionary conservation, and (iii) direct biological relevance to TCER-1-mediated immune regulation led us to ask whether *scrm-4* contributed to the PA14 response. *scrm-4* loss-of-function mutants survived significantly shorter that wildtype upon PA14 exposure (Fig 4F). Moreover, *tcer-1* RNAi failed to extend survival on PA14 in *scrm-4* mutants, but did in wildtype, suggesting that *tcer-1* functions through *scrm-4* to control PA14 response (Fig 4F). RNAi knockdown of *ppw-1* and *mut-16* in *scrm-4* mutants also did not extend post-infection survival, unlike in wildtype animals, consistent with a common function (Fig 4G and 4H and S8 Table). Further, changes in *scrm-4* mRNA and 22G-RNA levels were similar in *tcer-1* and *mut-14 smut-1* mutants (Fig 4I), suggesting a shared role for TCER-1 and the WAGO 22G-RNA pathway in regulating *scrm-4* expression.

Our results indicate that *scrm-4* is regulated through the activities of both *ppw-1* and *rrf-1*. Although *ppw-1* is specifically required for RNAi in the germline and *rrf-1* for RNAi in the soma, both genes are expressed in somatic and germline tissues [24,46]. Additionally, *scrm-4* expression was low but similar across mRNA-seq datasets from whole animals and dissected distal gonads, a pattern consistent with other genes whose expression is not restricted to either somatic or germline tissues, such as *tcer-1* (S2A Fig) [59]. *scrm-4* has a promoter region marked by H3K4me3 and accessible chromatin by ATAC-seq, consistent with transcription at the locus (S2B Fig). However, the surrounding genomic region is enriched for H3K27me3, a histone modification associated with transcriptional repression, and shows relatively low H3K36me3, a mark of active transcription, indicating that *scrm-4* resides within a repressive chromatin environment poised for regulated silencing (S2B Fig) [66]. *scrm-4* is likely regulated by 22G-RNAs at both the transcriptional and post-transcriptional levels, as 22G-RNAs mapping to this locus associate with the broadly expressed somatic Argonautes, PPW-1, PPW-2, and WAGO-1, as well as the germline nuclear Argonaute HRDE-1, which promotes H3K9 trimethylation and transcriptional silencing (S2C Fig) [24,67]. Further studies are needed to determine precisely where and how the WAGO 22G-RNA pathway regulates *scrm-4*, however, our results suggest that TCER-1 works with this pathway to downregulate *scrm-4* and suppress antibacterial immunity.

## Discussion

In this study, we identified WAGO 22G-RNAs as suppressors of antibacterial immunity in *C. elegans*. Our results suggest that the WAGO Argonaute PPW-1 modulates this response, consistent with a recent report that *ppw-1* and *sago-2* mutants show enhanced survival 72 hours after exposure to PA14 [24]. Our efforts to assess a genetic interaction between *tcer-1* and *sago-2* gave equivocal results across trials (S9 Table). Given the functional overlap amongst WAGO Argonautes [24,52,68], it is possible that additional WAGOs function in this pathway as well. We showed that the WAGO 22G-RNA pathway acts within an immune-suppressive regulatory program involving the transcription elongation and splicing factor TCER-1. Furthermore, our integrated sRNA- and mRNA-sequencing, together with *in vivo* molecular genetic analyses, suggest that TCER-1 and the WAGO pathway regulate immunity through selective targeting of specific, immunologically relevant genes rather than through broad siRNA-mediated silencing. One such target is *scrm-4*, a lipid-metabolic gene that contributes to host defense in a TCER-1-dependent manner.

The piRNA pathway promotes *P. aeruginosa* avoidance in *C. elegans*, thereby protecting animals from pathogen infection [28–30]. In contrast, our results indicate that the WAGO 22G-RNA pathway has the opposite effect on pathogen susceptibility by suppressing immunoresistance. While the piRNA and WAGO 22G-RNA pathways intersect, they likely have distinct roles in pathogen avoidance and susceptibility, since the small RNAs reduced in *tcer-1* mutants are predominantly WAGO 22G-RNAs, whereas those depleted following PA14 exposure are largely piRNAs. Furthermore, loss of the piRNA biogenesis factor *prde-1* did not enhance survival on PA14 (S3 Table). Moreover, our prior work showed that *tcer-1* mutants’ immunoresistance is not due to reduced pathogen intake [36], supporting a model in which TCER-1 regulates post-infection molecular immunity.

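In the sRNA-seq libraries of unexposed *tcer-1* mutants, WAGO 22G-RNA loci made up 76.4% of the features lower in both alleles, piRNAs 18.3% and CSR-1 22G-RNA loci 5.24%. Of the tested piRNAs, 4.03% were lower in both alleles. By allele, 290 piRNAs were lower in *tcer-1(tm1452)* and 82 in *tcer-1(glm27)*. The fall in *tcer-1(tm1452)* was uneven between libraries, since the median log2 ratio of the piRNAs in replicate 3 to the mean of replicates 1 and 2 was -1.28, against 0.17 for WAGO 22G-RNAs. A filter of a mean of 10 RPM left 16 lower in both alleles. The shares of the classes depended on the scaling, since the 198 features lower in both alleles with equal upper quartiles held 181 WAGO loci, 12 piRNAs and 5 CSR-1 loci, and the 997 with equal miRNA totals held 523, 244 and 226.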

Small RNA-based regulation of antibacterial immunity is an emerging concept across species [14,18,24,69]. Although WAGO Argonautes are not conserved outside of nematodes, some components of this pathway, such as *mut-7*, are conserved from worms to humans [44], raising the possibility that analogous regulatory mechanisms- potentially involving TCER-1 orthologs- link small RNA pathways to antibacterial immunity in other species as well.

## Methods

### *C. elegans* strains and culture

Worm strains were maintained on NGM seeded with *E. coli* strain OP50 using standard methods [70]. RNAi experiments were conducted on NGM supplemented per liter with 1 ml of 1 M IPTG and 1 ml of 100 mg/ml ampicillin and seeded with *E. coli* strain HT115 expressing RNAi constructs or empty vector (pAD12). For survival experiments with FUDR, NGM was supplemented with 100 μg/ml FUDR [36].

### Pathogen stress assays

Pathogen survival assays were performed using the *P. aeruginosa* PA14 slow-killing model [36,71,72]. Kaplan–Meier survival analyses were performed using OASIS 2 [73] with *p* values calculated by the log-rank (Mantel–Cox) test and multiple corrections applied using Bonferroni procedure. Graphs were plotted using GraphPad Prism v9.

### Microscopy and fluorescence quantitation

Day 1 adult TCER-1::GFP worms were immobilized with levamisole (10 mM) and imaged at 20 × magnification on a Leica DMi8 microscope (LAS X software), examining 8–12 animals/condition. Nuclear GFP intensity was quantified using Fiji (ImageJ). Data from two independent biological replicates (≥160 nuclei/strain/replicate) were analyzed in GraphPad Prism 11 using two-way ANOVA.

### RNA seq

sRNA-seq libraries were prepared from size-selected 16–30-nt RNAs isolated from gravid adults by Trizol extraction with chloroform and isopropanol precipitation using the NEBNext Multiplex Small RNA Library Prep Set (NEB, Cat# E7300S) and sequenced on an Illumina NextSeq 500 (Single-End, 75 cycles). mRNA-seq libraries were prepared from rRNA-depleted, DNase-treated RNA using the NEBNext Ultra II Directional RNA Library Prep Kit (NEB, Cat# E7760S) and sequenced on Illumina HiSeq (Paired-End, 150 cycles). sRNA-seq data was processed with the tinyRNA pipeline and mRNA-seq data with a custom RSEM/STAR and DESeq2 pipeline, both using the WormBase WS279 genome release [74–85]. Integrative sRNA/mRNA analysis used the RNA-integrate pipeline (https://github.com/MontgomeryLab/RNA-integrate) [80,81,84]. Full details of library preparation, bioinformatic processing, and integrative analysis are provided in Supplementary Methods in S1 Appendix.

## Supporting information

S1 Fig Survival of *tcer-1(glm27)* (blue) mutants following PA14 infection compared to wildtype animals. Data from two independent trials is summarized in the table showing mean survival in hours (mean) and standard error from the mean (SEM). n = observed/total (see Methods for details). Data from Trial 2 is plotted in the graph. *p* values were calculated using the log-rank method (Mantel Cox).
(TIFF)

S2 Fig Expression and regulation of *scrm-4.* **(A)** mRNA and sRNA read distribution across *scrm-4* and *tcer-1* in wildtype whole adult animals or dissected distal gonads. *mex-5* is shown as a germline-specific reference and *myo-3* as a soma-specific reference. One of three biological replicates is shown. Reads normalized by million mapped reads in each library. **(B)** Ahringer lab genome browser screenshot of ATAC- and CHIP-seq read distribution across the *scrm-4* locus. **(C)** Average log_2_ *scrm-4* 22G-RNA reads in various Argonaute coIPs relative to cell lysates. Reads were normalized by library size. n = 2 biological replicates.
(TIF)

S1 Appendix Supplementary Methods.

S1 Table Impact of *tcer-1* RNAi on survival of *ppw-1* and *rrf-1* mutants on PA14.

S2 Table Impact of *ppw-1* and *rrf-1* mutations on survival of *tcer-1* mutants on PA14.

S3 Table Impact of loss of small RNA biogenesis factors on worm survival on PA14.

S4 Table Differential expression analysis of small RNAs in *tcer-1* mutants vs wildtype.

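S4 Table gives, for each small RNA feature, its class, its mean reads, and the log2 fold change and adjusted p value in each *tcer-1* allele against wildtype, with separate sheets for the features lower and higher by 2-fold in both. The values behind it are the normalized reads of the 9 sRNA-seq libraries. In the limma comparison of the deposited RPM values, 45 CSR-1 loci were lower and 12 higher in *tcer-1(tm1452)*, and 92 were lower and 7 higher in *tcer-1(glm27)*. Among miRNAs, 13 were lower and 39 higher in *tcer-1(tm1452)*. In *tcer-1(glm27)* 1 miRNA was higher. Higher piRNAs numbered 40 in *tcer-1(tm1452)* and 2 in *tcer-1(glm27)*. All 45 tested ALG-3/4 class 26G-RNA loci were higher in *tcer-1(tm1452)* and 14 in *tcer-1(glm27)*, and 14 of the 22 tested ERGO-1 class loci were lower in *tcer-1(tm1452)*.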

S5 Table Geometric mean-normalized counts and differential expression analysis of mRNA in *tcer-1* mutants vs wild type.

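S5 Table lists the geometric mean-normalized count of each gene in each mRNA-seq library, whether the gene is a WAGO or CSR-1 target, and the log2 fold change and adjusted p value in each allele. In the limma comparison of these counts, 3433 mRNAs were higher and 1280 lower in *tcer-1(tm1452)*, and 2463 were higher and 353 lower in *tcer-1(glm27)*. The alleles differed directly at 3318 mRNAs, with 1941 higher and 1377 lower in *tcer-1(tm1452)* than in *tcer-1(glm27)*. The largest differences with higher values in *tcer-1(tm1452)* were those of *Y73B3B.1* (log2 difference 4.22), *srw-71* (4.15) and *F08G2.5* (4.10), and 35.2% of the exonic 50-base sequences of *Y73B3B.1* occur elsewhere in the genome. The largest with lower values were those of *pud-2.1* (-8.38), *hch-1* (-7.50) and *his-20* (-7.42). *hch-1* (chromosome X, 14696411 to 14699977) had 101 ± 16.1 (SD, n = 3) normalized counts in wildtype, 0.280 ± 0.486 in *tcer-1(tm1452)* and 222 ± 25.8 in *tcer-1(glm27)*. Close copies hold 88.2% of the exonic 50-base sequences of *pud-2.1* and 100% of those of *his-20*, so these values depend on how shared reads were divided, and the difference at *his-20* (limma adjusted p = 0.0117) was not past the threshold without *tcer-1(tm1452)* replicate 3 (limma adjusted p = 0.0566) or with eBayes without a trend (limma adjusted p = 0.0827). The log2 difference at *his-20* ranged from -10.15 to -6.05 with each library left out in turn, and that at *Y73B3B.1* was 4.85 without *tcer-1(glm27)* replicate 2.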

S6 Table Integrative analysis of 22G-RNA and WAGO target mRNA expression in *tcer-1(tm1452)* vs wildtype.

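S6 Table sets the 22G-RNA values of each WAGO target beside its mRNA values in *tcer-1(tm1452)*, giving for both the mean, the log2 fold change and the adjusted p value, with separate sheets for the targets that changed in opposite directions. It lists 1911 targets. With the limma calls, 81 targets changed in opposite directions in *tcer-1(tm1452)* and 107 in the same direction.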

S7 Table Integrative analysis of 22G-RNA and WAGO target mRNA expression in *tcer-1(glm27)* vs wildtype.

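S7 Table gives the same values for *tcer-1(glm27)* and lists 1893 targets. In this allele, limma called 43 targets with opposite changes and 33 with changes in the same direction.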

S8 Table Survival of *scrm-4* mutants upon inactivation of *tcer-1* and WAGO 22G-RNA factors.

S9 Table Impact of *wago-1* and *sago-2* depletion on worm survival on PA14.

# Supplementary material for: A TCER-1-siRNA regulatory axis suppresses antibacterial innate immunity in C. elegans
**Source:** PLoS Pathog. 2026 Jul 28;22(7):e1013972. doi: 10.1371/journal.ppat.1013972
**Supplement:** S1 Appendix

**APPENDIX**

**A TCER-1-siRNA Regulatory Axis Suppresses Antibacterial Innate Immunity in *C. elegans***

Nikki Naim^1^, Francis R.G. Amrit^1^, Mayur N. Devare^1, $^, Guled A. Osman^1, $^, Laura L. Bahr^1^, Hannah Henry^1^, Brooke E. Montgomery^2^, Spencer M. Kuhn^2^, Taiowa A. Montgomery^2,^ *, and Arjumand Ghazi^1, 3,^ *

**^$^ Equal contribution**

**SUPPLEMENTARY METHODS:**

**Pathogen stress assays:** Pathogen survival assays were performed using the P. aeruginosa PA14 slow-killing model [1-3]. PA14 was streaked from -80°C stocks onto LB agar, incubated overnight at 37°C, stored at 4°C (≤1 week), and single colonies were grown in King’s Broth (16–18 h, 37°C, shaking). Cultures (20 µL) were seeded onto slow-killing plates (modified NGM, 0.35% peptone), incubated at 37°C for 24 h and then at room temperature for 24 h. Age-matched animals were grown on OP50 or HT115-RNAi plates to L4, designated Day 0 of adulthood, and transferred (≥100 animals; 20–30/plate) to five PA14 plates per strain. For FUDR assays, L4 animals were placed on FUDR plates for 24 h at 15°C prior to transfer. Survival was scored every 6–12 h at 25°C or 20°C, with daily transfers to fresh PA14 plates for the first 3–4 days to separate adults from progeny. Animals that exploded, bagged, crawled off plates, or became contaminated were censored. Kaplan–Meier survival analyses were performed using OASIS 2 [4] with *p* values calculated by the log-rank (Mantel–Cox) test and multiple corrections applied using Bonferroni procedure. Graphs were plotted using GraphPad Prism v9.

***tcer-1(glm27)* Creation.** A *tcer-1* full-gene deletion allele was generated by CRISPR-Cas9 genome editing as described previously [5]. 

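*tcer-1* (WBGene00022855) lies on chromosome II of WBcel235 from 7045874 to 7050071 on the reverse strand and has 7 exons. Its start codon is at 7050071 and the last base of its stop codon at 7046041. Downstream of it, from 7043055 to 7044371 on the forward strand, lies *ZK1127.6*, a pseudogene whose exons hold an inverted copy of part of *tcer-1*. Of the 3525 sequences of 50 bases in *tcer-1* exons, 998 (28.3%) also occur in exons of *ZK1127.6* on the other strand, where they make up 89.8% of the sequences of that length.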

Two guide RNAs were designed to cut at positions flanking the coding region 50 base pair upstream of the start codon (5’: AAAACAGTAGTCTAGCATAA) and 516 base pairs downstream of the stop codon (3’: TCCAACGATAAATTTGAGTA). crRNA and tracrRNA. 

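The guide upstream of the start codon matches WBcel235 at 7050106 to 7050125 on the forward strand of chromosome II, next to a TGG motif for Cas9, and its nearer end is 34 bp from the start codon. The guide downstream of the stop codon matches 7045505 to 7045524 on the reverse strand, next to a CGG motif, 516 bp from the stop codon. Neither match lies in an annotated gene.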

A repair template (*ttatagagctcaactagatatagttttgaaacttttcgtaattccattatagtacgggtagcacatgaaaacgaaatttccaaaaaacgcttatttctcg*) carrying homology arms flanking the deletion boundaries was co-injected to direct precise removal of the tcer-1 coding sequence via homology-directed repair (HDR). 

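The repair template has 100 nt and joins 2 arms of 50 nt, which match chromosome II at 7045459 to 7045508 and at 7050122 to 7050171. Repair by it removes 7045509 to 7050121, a deletion of 4613 bp that ends 50 bp upstream of the start codon and 532 bp downstream of the stop codon and that holds all exons of *tcer-1*. *ZK1127.6* lies 1138 bp outside it. In the mRNA-seq libraries of whole adults, *tcer-1* had 6085 ± 239 (SD, n = 3) normalized counts in wildtype, 949 ± 82.2 in *tcer-1(tm1452)* and 498 ± 29.3 in *tcer-1(glm27)*, log2 fold changes of -2.68 and -3.61 (standard error 0.07, limma adjusted p = 4.19e-13 and 8.54e-14). *ZK1127.6* had 1656 ± 86.5, 343 ± 8.79 and 165 ± 12.9 normalized counts. Reads of the sequence that both genes share can be counted for either, so the counts listed for *tcer-1* in *tcer-1(glm27)* are uncertain. 22G-RNAs listed at *tcer-1* were at 19.5 ± 0.114 RPM in wildtype, 15.7 ± 0.658 in *tcer-1(tm1452)* and 44.8 ± 1.03 in *tcer-1(glm27)*. The log2 fold change in *tcer-1(glm27)* was 1.16 (limma adjusted p = 6.39e-07), and the small change in *tcer-1(tm1452)* (-0.30) reversed with equal upper quartiles (0.10).

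**Figure D5:**
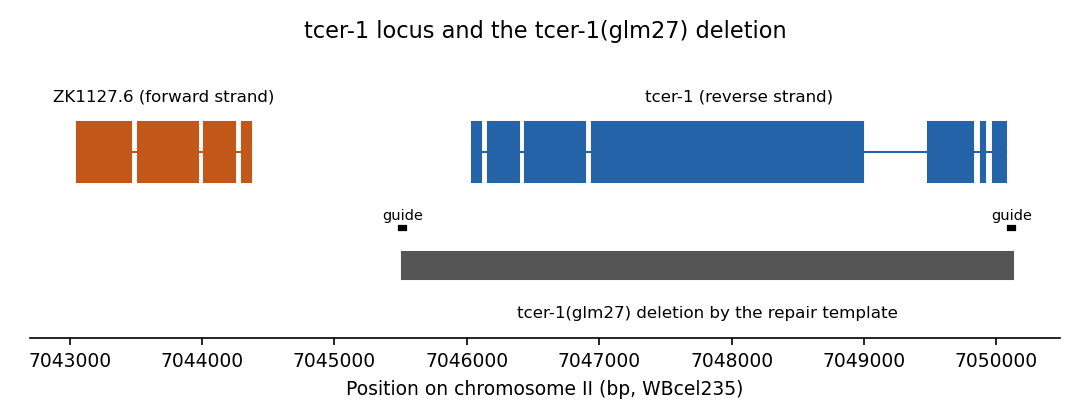
Map of chromosome II (x axis, bp, WBcel235) around tcer-1, with exons of tcer-1 and ZK1127.6 as boxes, the matches of both guides as short bars and the deletion made by the repair template as a grey bar. The deletion covers all 7 exons of tcer-1 and ends before ZK1127.6.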

Deletion alleles were identified by PCR using primers flanking the targeted region and confirmed by sequencing to create resulting allele, tcer-1(glm27).

**RNA isolation:** Animals were synchronized by bleach treatment and hatched in M9 until arrested as L1 larvae. Synchronized larvae were plated on NGM plates containing OP50 and grown to gravid adult stage (72 hours post L1 synchronization). Animals were washed three times in M9 buffer, flash frozen in liquid nitrogen, and lysed in Trizol. RNA was isolated using two rounds of chloroform extraction followed by isopropanol precipitation.

**sRNA-seq data analysis:** sRNA sequencing data was processed using the tinyRNA pipeline with default settings and *C. elegans* WS279 genome release [6-11]. 22G-RNA and other small RNA annotations utilized GFF3-formatted annotations available from Knittel et al [12]. 22G-RNAs were defined as antisense-strand 21-23-nt reads containing the 5′-G hallmark of this class of small RNA. Differential expression analysis was done with DESeq2 within the tinyRNA pipeline using the Wald test significance assessment [13]. *p* values were adjusted for multiple testing using the Benjamini-Hochberg procedure. Plotting was done using Matplotlib, R, and IGV [14-16].

**sRNA-seq library preparation:** 16-30-nt RNAs were size selected from total RNA on 17% denaturing polyacrylamide gels. Small RNAs were treated with RNA polyphosphatase to reduce 5′ di- and triphosphates to monophosphates to enable 5′ adapter ligation. Sequencing libraries were prepared with the NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB, Cat # E7300S). Libraries were size selected on 10% polyacrylamide gels and sequenced on an Illumina NextSeq 500 sequencer (High Output Kit, Single-End, 75 Cycles).

**mRNA-seq library preparation:** rRNA was depleted using the Ribo-Zero rRNA Removal Kit (Human/Mouse/Rat, Illumina Cat # MRZH11124). rRNA-depleted RNA was DNase treated and size selected (>200 nt) to remove 5S rRNA and tRNA using RNA the Clean & Concentrator-5 Kit (Zymo Research, Cat # R1015). RNA-seq libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB, Cat # E7760S). Samples were sequenced on an Illumina HiSeq (Paired-End, 150 Cycles).

**mRNA-seq data analysis:** fastp was used to remove adapters and filter low quality data (fastp -w 16 -q 30 -u 70 -l 30 -r -W 4 -M 20) [8]. Reads were mapped to the *C. elegans* genome (Wormbase release WS279) and transcripts were quantified using RSEM v1.3.1 with STAR v2.7.10b as the aligner [17, 18]. Differential expression analysis was done using DESeq2 v1.50.2 [9, 13].

**Integrative analysis of sRNA and mRNA data:** Integrative analysis of sRNA- and mRNA-seq data was done using the RNA-integrate pipeline (available from <https://github.com/MontgomeryLab/RNA-integrate>). Within the pipeline, differential expression analysis of sRNA-seq and mRNA-seq data were done in parallel with DESeq2 v1.50.2 using the counts tables from the tinyRNA and RSEM analyses described above [11, 13, 18] . Changes in WAGO 22G-RNAs levels were compared to changes in the corresponding mRNAs in *tcer-1* mutants relative to wildtype and data was plotted in Plotly.js v2.11.1 based on fold change, read abundance, and *p* value, as indicated in the plots.

**REFERENCES**

1. Amrit FRG, Naim N, Ratnappan R, Loose J, Mason C, Steenberge L, et al. The Longevity-Promoting Factor, TCER-1, Widely Represses Stress Resistance and Innate Immunity. Nature Communications. 2019;10(1):3042. Epub 2019/07/19. doi: 10.1038/s41467-019-10759-z. PubMed PMID: 31316054; PubMed Central PMCID: PMCPMC6637209.

2. Keith SA, Amrit FR, Ratnappan R, Ghazi A. The C. elegans healthspan and stress-resistance assay toolkit. Methods. 2014;68(3):476-86. Epub 20140413. doi: 10.1016/j.ymeth.2014.04.003. PubMed PMID: 24727065.

3. Tan MW, Ausubel FM. Caenorhabditis elegans: a model genetic host to study Pseudomonas aeruginosa pathogenesis. Curr Opin Microbiol. 2000;3(1):29-34. doi: 10.1016/s1369-5274(99)00047-8. PubMed PMID: 10679415.

4. Han SK, Lee D, Lee H, Kim D, Son HG, Yang JS, et al. OASIS 2: online application for survival analysis 2 with features for the analysis of maximal lifespan and healthspan in aging research. Oncotarget. 2016;7(35):56147-52. doi: 10.18632/oncotarget.11269. PubMed PMID: 27528229; PubMed Central PMCID: PMCPMC5302902.

5. Au V, Li-Leger E, Raymant G, Flibotte S, Chen G, Martin K, et al. CRISPR/Cas9 Methodology for the Generation of Knockout Deletions in Caenorhabditis elegans. G3 Genes|Genomes|Genetics. 2019;9(1):135-44. doi: 10.1534/g3.118.200778.

6. Anders S, Pyl PT, Huber W. HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics. 2015;31(2):166-9. Epub 20140925. doi: 10.1093/bioinformatics/btu638. PubMed PMID: 25260700; PubMed Central PMCID: PMCPMC4287950.

7. Chen S, Zhou Y, Chen Y, Gu J. fastp: an ultra-fast all-in-one FASTQ preprocessor. Bioinformatics. 2018;34(17):i884-i90. doi: 10.1093/bioinformatics/bty560. PubMed PMID: 30423086; PubMed Central PMCID: PMCPMC6129281.

8. Langmead B, Trapnell C, Pop M, Salzberg SL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10(3):R25. Epub 20090304. doi: 10.1186/gb-2009-10-3-r25. PubMed PMID: 19261174; PubMed Central PMCID: PMCPMC2690996.

9. Lee GY, Ham S, Lee SV. Brief guide to RNA sequencing analysis for nonexperts in bioinformatics. Mol Cells. 2024;47(5):100060. Epub 20240416. doi: 10.1016/j.mocell.2024.100060. PubMed PMID: 38614390; PubMed Central PMCID: PMCPMC11091515.

10. Sternberg PW, Van Auken K, Wang Q, Wright A, Yook K, Zarowiecki M, et al. WormBase 2024: status and transitioning to Alliance infrastructure. Genetics. 2024;227(1). doi: 10.1093/genetics/iyae050. PubMed PMID: 38573366; PubMed Central PMCID: PMCPMC11075546.

11. Tate AJ, Brown KC, Montgomery TA. tiny-count: a counting tool for hierarchical classification and quantification of small RNA-seq reads with single-nucleotide precision. Bioinform Adv. 2023;3(1):vbad065. Epub 20230518. doi: 10.1093/bioadv/vbad065. PubMed PMID: 37288323; PubMed Central PMCID: PMCPMC10243934.

12. Knittel TL, Montgomery BE, Tate AJ, Deihl EW, Nawrocki AS, Hoerndli FJ, et al. A low-abundance class of Dicer-dependent siRNAs produced from a variety of features in C. elegans. Genome Res. 2024;34(12):2203-16. Epub 20241223. doi: 10.1101/gr.279083.124. PubMed PMID: 39622635; PubMed Central PMCID: PMCPMC11694761.

13. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15(12):550. doi: 10.1186/s13059-014-0550-8. PubMed PMID: 25516281; PubMed Central PMCID: PMCPMC4302049.

14. Hunter JD. Matplotlib: A 2D Graphics Environment. Computing in Science & Engineering. 2007;9(3):90-5. doi: 10.1109/MCSE.2007.55.

15. Robinson JT, Thorvaldsdóttir H, Winckler W, Guttman M, Lander ES, Getz G, et al. Integrative genomics viewer. Nat Biotechnol. 2011;29(1):24-6. doi: 10.1038/nbt.1754. PubMed PMID: 21221095; PubMed Central PMCID: PMCPMC3346182.

16. Team RC. R: A language and environment for statistical

## computing. R Foundation for Statistical Computing, Vienna, Austria. 2021.

17. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15-21. Epub 20121025. doi: 10.1093/bioinformatics/bts635. PubMed PMID: 23104886; PubMed Central PMCID: PMCPMC3530905.

18. Li B, Dewey CN. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics. 2011;12:323. Epub 20110804. doi: 10.1186/1471-2105-12-323. PubMed PMID: 21816040; PubMed Central PMCID: PMCPMC3163565.

# Supplementary material for: A TCER-1-siRNA regulatory axis suppresses antibacterial innate immunity in C. elegans
**Source:** PLoS Pathog. 2026 Jul 28;22(7):e1013972. doi: 10.1371/journal.ppat.1013972
**Supplement:** S1 Table

| **S1 Table.** Impact of *tcer-1* RNAi on survival of *ppw-1* and *rrf-1* mutants on PA14.   \| **Genotype** \| **RNAi** \| **n = obs/total** \| **Mean (hrs)** \| **SEM** \| ***p* (vs. Mutant pAD12 Ctrl)** \| ***p* (vs. N2 pAD12 Ctrl)** \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| \| **Trial 1** \| \| \| \| \| \| \| \| N2 \| Ctrl \| 87/113 \| 56.61 \| 1.36 \|  \|  \| \| N2 \| *tcer-1* \| 86/114 \| 64.57 \| 1.51 \|  \| 0.0007 \| \| *rrf-1(ok589)* \| Ctrl \| 97/117 \| 75.99 \| 2.25 \|  \| <0.0001 \| \| *rrf-1(ok589)* \| *tcer-1* \| 119/136 \| 83.89 \| 1.75 \| 0.3887 \|  \| \| *ppw-1(pk1425)* \| Ctrl \| 118/126 \| 76.33 \| 1.77 \|  \| <0.0001 \| \| *ppw-1(pk1425)* \| *tcer-1* \| 132/148 \| 70 \| 1.32 \| 0.0197 \|  \| \| **Trial 2** \| \| \| \| \| \| \| \| N2 \| Ctrl \| 110/134 \| 60.93 \| 0.95 \|  \|  \| \| N2 \| *tcer-1* \| 129/157 \| 67.91 \| 1.09 \| 0.00004 \|  \| \| *rrf-1(ok589)* \| Ctrl \| 114/136 \| 77.45 \| 1.67 \| <0.0001 \|  \| \| *rrf-1(ok589)* \| *tcer-1* \| 117/154 \| 77.3 \| 1.33 \|  \| 1 \| \| *ppw-1(pk1425)* \| Ctrl \| 123/144 \| 72.14 \| 1.46 \| <0.0001 \|  \| \| *ppw-1(pk1425)* \| *tcer-1* \| 1412/154 \| 72.46 \| 1.2 \|  \| 1 \| \| **Trial 3** \| \| \| \| \| \| \| \| N2 \| Ctrl \| 63/81 \| 58.52 \| 1.48 \|  \|  \| \| N2 \| *tcer-1* \| 78/109 \| 69.23 \| 1.48 \|  \| 0.0000068 \| \| *rrf-1(ok589)* \| Ctrl \| 93/108 \| 83.39 \| 2.16 \|  \| <0.0001 \| \| *rrf-1(ok589)* \| *tcer-1* \| 104/131 \| 88.44 \| 2.12 \| 0.3968 \|  \| \| *ppw-1(pk1425)* \| Ctrl \| 99/112 \| 71.2 \| 1.95 \|  \| 0.000007 \| \| *ppw-1(pk1425)* \| *tcer-1* \| 110/121 \| 70.14 \| 1.62 \| 1 \|  \| \| **Trial 4** \| \| \| \| \| \| \| \| N2 \| Ctrl \| 131/167 \| 59.33 \| 1.16 \|  \|  \| \| N2 \| *tcer-1* \| 143/161 \| 76.23 \| 1.52 \|  \| <0.0001 \| \| *rrf-1(ok589)* \| Ctrl \| 137/170 \| 79.77 \| 1.63 \|  \| <0.0001 \| \| *rrf-1(ok589)* \| *tcer-1* \| 144/164 \| 82.62 \| 1.69 \| 0.807 \|  \| \| *ppw-1(pk1425)* \| Ctrl \| 144/157 \| 84.43 \| 1.74 \|  \| <0.0001 \| \| *ppw-1(pk1425)* \| *tcer-1* \| 134/151 \| 87.16 \| 1.99 \| 1 \|  \| \| **Trial 5** \| \| \| \| \| \| \| \| N2 \| Ctrl \| 75/151 \| 57.93 \| 1.09 \|  \|  \| \| N2 \| *tcer-1* \| 73/175 \| 77.06 \| 1.8 \|  \| 0.0001 \| \| *rrf-1(ok589)* \| Ctrl \| 97/155 \| 81.81 \| 2.1 \|  \| 0.0001 \| \| *rrf-1(ok589)* \| *tcer-1* \| 123/160 \| 82.11 \| 1.24 \| 0.2123 \|  \| \| *ppw-1(pk1425)* \| Ctrl \| 71/140 \| 70.34 \| 2.11 \|  \| 0.000002 \| \| *ppw-1(pk1425)* \| *tcer-1* \| 111/155 \| 78.32 \| 1.32 \| 0.0019 \|  \| \| **Trial 6** \| \| \| \| \| \| \| \| N2 \| Ctrl \| 99/112 \| 64.21 \| 1.73 \|  \|  \| \| N2 \| *tcer-1* \| 92/97 \| 78.73 \| 1.39 \|  \| <0.0001 \| \| *rrf-1(ok589)* \| Ctrl \| 100/115 \| 78.17 \| 2.8 \|  \| 0.0001 \| \| *rrf-1(ok589)* \| *tcer-1* \| 126/140 \| 93.07 \| 2.4 \| 0.0076 \|  \| \| *ppw-1(pk1425)* \| Ctrl \| 82/123 \| 86.34 \| 2.54 \|  \| <0.0001 \| \| *ppw-1(pk1425)* \| *tcer-1* \| 149/180 \| 91.81 \| 1.83 \| 0.6764 \|  \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

# Supplementary material for: A TCER-1-siRNA regulatory axis suppresses antibacterial innate immunity in C. elegans
**Source:** PLoS Pathog. 2026 Jul 28;22(7):e1013972. doi: 10.1371/journal.ppat.1013972
**Supplement:** S2 Table

| **S2 Table.** Impact of loss of *tcer-1* on survival of *ppw-1* and *rrf-1* mutants on PA14.   \| **Strain** \| **Genotype** \| **n = obs/total** \| **Mean (hrs)** \| **SEM** \| **p (vs N2)** \| ***p***  **(vs *tcer-1*)** \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| \| **Trial 1** \| \| \| \| \| \| \| \| N2 \| Wildtype \| 108/130 \| 74.9 \| 1.34 \|  \|  \| \| CF1266 \| *tcer-1(tm1452)* \| 91/120 \| 103.91 \| 2.45 \| <0.0001 \|  \| \| NL3511 \| *ppw-1(pk1425)* \| 119/146 \| 97.77 \| 1.96 \| <0.0001 \|  \| \| AGP274 \| *ppw-1; tcer-1* \| 99/123 \| 112.97 \| 2.94 \| <0.0001 \| 0.05 \| \| RB798 \| *rrf-1(ok589)* \| 113/137 \| 97.99 \| 1.89 \| <0.0001 \|  \| \| AGP273 \| *rrf-1;tcer-1* \| 88/106 \| 108.5 \| 2.55 \| <0.0001 \| 0.63 \| \| T**rial 2** \| \| \| \| \| \| \| \| N2 \| Wildtype \| 116/143 \| 88.97 \| 2.01 \|  \|  \| \| CF1266 \| *tcer-1(tm1452)* \| 96/111 \| 102.76 \| 2.3 \| 0.0002 \|  \| \| NL3511 \| *ppw-1(pk1425)* \| 134/148 \| 102.95 \| 2.38 \| 0.0001 \|  \| \| AGP274 \| *ppw-1; tcer-1* \| 95/116 \| 106.68 \| 2.94 \| <0.0001 \| 0.97 \| \| RB798 \| *rrf-1(ok589)* \| 120/140 \| 118.33 \| 2.88 \| <0.0001 \|  \| \| AGP273 \| *rrf-1; tcer-1* \| 127/148 \| 102.84 \| 2.38 \| 0.0001 \| 1 \| \| **Trial 3** \| \| \| \| \| \| \| \| N2 \| Wildtype \| 149/181 \| 90.81 \| 1.65 \|  \|  \| \| CF1266 \| *tcer-1(tm1452)* \| 113/163 \| 97.57 \| 1.74 \| 0.0354 \|  \| \| NL3511 \| *ppw-1(pk1425)* \| 141/180 \| 86.38 \| 1.44 \| 0.0624 \|  \| \| AGP274 \| *ppw-1; tcer-1* \| 127/181 \| 93.08 \| 1.75 \| 1 \| 0.479 \| \| RB798 \| *rrf-1(ok589)* \| 134/180 \| 96.04 \| 1.51 \| 0.3229 \|  \| \| AGP273 \| *rrf-1;tcer-1* \| 103/154 \| 99.44 \| 1.76 \| 0.007 \| 0.3859 \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

# Supplementary material for: A TCER-1-siRNA regulatory axis suppresses antibacterial innate immunity in C. elegans
**Source:** PLoS Pathog. 2026 Jul 28;22(7):e1013972. doi: 10.1371/journal.ppat.1013972
**Supplement:** S3 Table

| **S3 Table.** Impact of loss of small RNA biogenesis factors on worm survival on PA14.   \| **Strain** \| **Genotype** \| **n = obs/total** \| **Mean (hrs)** \| **SEM** \| **Bonferroni**  ***p* (vs. N2)** \| \| --- \| --- \| --- \| --- \| --- \| --- \| \| **Trial 1** \| \| \| \| \| \| \| N2 \| Wildtype \| 137/155 \| 118.27 \| 2.7 \|  \| \| CF2166 \| *tcer-1(tm1452)* \| 119/170 \| 183.11 \| 4.35 \| <0.001 \| \| NL1810 \| *mut-16(pk710)* \| 127/145 \| 135.95 \| 2.95 \| <0.001 \| \| GR1946 \| *mut-14(pk738) smut-1(tm1301)* \| 139/159 \| 169.7 \| 4.52 \| <0.001 \| \| NL1820 \| *mut-7(pk720)* \| 129/149 \| 138.18 \| 4.44 \| <0.001 \| \| **Trial 2** \| \| \| \| \| \| \| N2 \| Wildtype \| 112/162 \| 111.47 \| 1.92 \|  \| \| CF2166 \| *tcer-1(tm1452)* \| 120/201 \| 151.35 \| 4.2 \| <0.001 \| \| NL1810 \| *mut-16(pk710)* \| 110/141 \| 116.67 \| 3.14 \| 0.6114 \| \| GR1946 \| *mut-14(pk738) smut-1(tm1301)* \| 134/160 \| 141.88 \| 3.7 \| <0.001 \| \| NL1820 \| *mut-7(pk720)* \| 89/115 \| 160.94 \| 5.52 \| <0.001 \| \| WM30 \| *rde-3(ne298)* \| 124/153 \| 101.24 \| 1.64 \| <0.001 \| \| **Trial 3** \| \| \| \| \| \| \| N2 \| Wildtype \| 117/158 \| 137.64 \| 3.34 \|  \| \| CF2166 \| *tcer-1(tm1452)* \| 94/167 \| 166.53 \| 4.48 \| <0.001 \| \| NL1810 \| *mut-16(pk710)* \| 80/122 \| 134.79 \| 3.51 \| 1 \| \| DCL565 \| *rde-1(mkc36)* \| 115/164 \| 127.83 \| 3.04 \| 0.1937 \| \| WM45 \| *rde-1(ne300)* \| 105/134 \| 102.26 \| 1.27 \| <0.001 \| \| WM27 \| *rde-1(ne219)* \| 105/135 \| 115.25 \| 2.01 \| <0.001 \| \| **Trial 4*** \| \| \| \| \| \| \| N2 \| Wildtype \| 99/138 \| 58.56 \| 1.53 \| <0.001 \| \| CF2166 \| *tcer-1(tm1452)* \| 52/136 \| 77.52 \| 2.93 \| <0.001 \| \| NL1810 \| *mut-16(pk710)* \| 121/135 \| 64.21 \| 1.39 \| 0.0309 \| \| GR1946 \| *mut-14(pk738) smut-1(tm1301)* \| 115/138 \| 59.46 \| 1.66 \| 1 \| \| **Trial 5** \| \| \| \| \| \| \| N2 \| Wildtype \| 108/130 \| 74.9 \| 1.34 \|  \| \| SX2499 \| *prde-1(mj207)* \| 71/104 \| 75.84 \| 2 \| 1 \| \| CF2166 \| *tcer-1 (tm1452)* \| 91/120 \| 103.91 \| 2.45 \| <0.001 \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

* PA14 exposure at 20˚C except trial 4 which was done at 25˚C.

# Supplementary material for: A TCER-1-siRNA regulatory axis suppresses antibacterial innate immunity in C. elegans
**Source:** PLoS Pathog. 2026 Jul 28;22(7):e1013972. doi: 10.1371/journal.ppat.1013972
**Supplement:** S8 Table

**S8 Table.** Survival of *scrm-4* mutants upon inactivation of *tcer-1* and WAGO 22G-RNA factors.

| **Genotype** | **RNAi** | **n = obs/total** | **Mean (hrs)** | **SEM** | ***p* (vs. Ctrl EV)** |
| --- | --- | --- | --- | --- | --- |
| **Trial 1*** | | | | | |
| N2 | Ctrl EV | 58/90 | 58.09 | 1.52 |  |
| N2 | *ppw-1* | 52/90 | 69.25 | 1.3 | 0.0000220 |
| N2 | *tcer-1* | 54/90 | 71.21 | 1.95 | 0.0000190 |
| N2 | *mut-16* | 68/90 | 65.59 | 2.22 | 0.3331000 |
| *scrm-4* | Ctrl EV | 52/90 | 67.37 | 2 |  |
| *scrm-4* | *ppw-1* | 41/90 | 71.83 | 2.51 | 0.2959000 |
| *scrm-4* | *tcer-1* | 41/90 | 71.53 | 1.74 | 0.1677000 |
| *scrm-4* | *mut-16* | 41/90 | 72.19 | 2.3 | 0.1424000 |
| **Trial 2** | | | | | |
| N2 | Ctrl EV | 61/89 | 64.75 | 1.7 |  |
| N2 | *ppw-1* | 30/80 | 81.8 | 2.01 | <0.00001 |
| N2 | *tcer-1* | 39/90 | 80.82 | 2.11 | <0.00001 |
| N2 | *mut-16* | 30/93 | 78.75 | 2.2 | <0.00001 |
| *scrm-4* | Ctrl EV | 52/74 | 61.78 | 1.43 |  |
| *scrm-4* | *ppw-1* | 64/81 | 60.03 | 1.48 | 1.0000000 |
| *scrm-4* | *tcer-1* | 56/82 | 60.3 | 1.7 | 1.0000000 |
| *scrm-4* | *mut-16* | 45/82 | 63.91 | 1.42 | 0.9135000 |
| **Trial 3*** | | | | | |
| N2 | Ctrl EV | 80/89 | 59.35 | 1.22 |  |
| N2 | *tcer-1* | 78/90 | 63.94 | 1.83 | 0.0566000 |
| N2 | *wago-1* | 67/81 | 63.41 | 1.81 | 0.1445000 |
| N2 | *sago-2* | 80/89 | 59.29 | 1.27 | 1.0000000 |
| *scrm-4* | Ctrl EV | 88/88 | 53.98 | 0.7 |  |
| *scrm-4* | *tcer-1* | 88/88 | 56.9 | 0.88 | 0.0187000 |
| *scrm-4* | *wago-1* | 83/83 | 58.59 | 0.85 | 0.0003000 |
| *scrm-4* | *sago-2* | 83/88 | 59.46 | 1.09 | 0.0001000 |
| **Trial 4** | | | | | |
| N2 | Ctrl EV | 78/90 | 59.21 | 1.45 |  |
| N2 | *tcer-1* | 71/90 | 61.31 | 1.83 | 1.0000000 |
| N2 | *wago-1* | 70/90 | 58.38 | 1.39 | 1.0000000 |
| N2 | *sago-2* | 76/90 | 58.44 | 1.57 | 1.0000000 |
| *scrm-4* | Ctrl EV | 70/90 | 57.52 | 1.52 |  |
| *scrm-4* | *tcer-1* | 63/90 | 61.81 | 1.4 | 0.2317000 |
| *scrm-4* | *wago-1* | 69/90 | 59.1 | 1.4 | 1.0000000 |
| *scrm-4* | *sago-2* | 66/90 | 67.05 | 1.76 | 0.0036000 |

**FUDR not used*

# Supplementary material for: A TCER-1-siRNA regulatory axis suppresses antibacterial innate immunity in C. elegans
**Source:** PLoS Pathog. 2026 Jul 28;22(7):e1013972. doi: 10.1371/journal.ppat.1013972
**Supplement:** S9 Table

**S9 Table.** Impact of *wago-1* and *sago-2* depletion on worm survival on PA14.

| **Genotype** | **RNAi** | **n = obs/total** | **Mean (hrs)** | **SEM** | **Bonferroni *p* (vs. N2 Ctrl EV)** | **Bonferroni *p* (vs. Ctrl EV)** |
| --- | --- | --- | --- | --- | --- | --- |
| **Trial 1*** | | | | | | |
| N2 | Ctrl EV | 81/90 | 70.67 | 1.09 |  |  |
| N2 | *tcer-1* | 72/90 | 71.02 | 1.98 |  | 1 |
| *wago-1(ok1074)* | Ctrl EV | 79/90 | 94.5 | 2.46 | <0.0001 |  |
| *wago-1(ok1074)* | *tcer-1* | 73/90 | 88.28 | 1.94 |  | 0.04 |
| *sago-2(tor135)* | Ctrl EV | 78/90 | 80.73 | 1.43 | <0.0001 |  |
| *sago-2(tor135)* | *tcer-1* | 73/90 | 79.16 | 1.87 |  | 1 |
| *sago-2(tm894)* | Ctrl EV | 76/90 | 79.79 | 1.11 | <0.0001 |  |
| *sago-2(tm894)* | *tcer-1* | 71/90 | 77.36 | 1.03 |  | 0.56 |
| **Trial 2** | | | | | | |
| N2 | Ctrl EV | 78/90 | 72.62 | 1.41 |  |  |
| N2 | *tcer-1* | 77/90 | 78.61 | 1.28 |  | 0.04 |
| *wago-1(ok1074)* | Ctrl EV | 73/90 | 77.6 | 1.84 | 0.24 |  |
| *wago-1(ok1074)* | *tcer-1* | 82/90 | 83.37 | 1.95 |  | 0.28 |
| *sago-2(tor135)* | Ctrl EV | 79/90 | 72.32 | 1.08 | 0.85 |  |
| *sago-2(tor135)* | *tcer-1* | 72/90 | 75.2 | 1.06 |  | 0.45 |
| *sago-2(tm894)* | Ctrl EV | 68/90 | 75.1 | 1.33 | 0.85 |  |
| *sago-2(tm894)* | *tcer-1* | 75/90 | 78.05 | 1.37 |  | 1 |

| **Trial 1*** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Genotype** | **RNAi** | **n = obs/total** | **Mean (hrs)** | **SEM** | **Bonferroni *p* (vs. N2 Ctrl EV)** |
| N2 | Ctrl EV | 78/90 | 59.21 | 1.45 |  |
| N2 | *tcer-1* | 71/90 | 61.31 | 1.83 | 1 |
| N2 | *wago-1* | 70/90 | 58.38 | 1.39 | 1 |
| N2 | *sago-2* | 76/90 | 58.44 | 1.57 | 1 |
| **Trial 2** | | | | | |
| N2 | Ctrl EV | 80/89 | 59.35 | 1.22 |  |
| N2 | *tcer-1* | 78/90 | 63.94 | 1.83 | 0.05 |
| N2 | *wago-1* | 67/81 | 63.41 | 1.81 | 0.14 |
| N2 | *sago-2* | 80/89 | 59.29 | 1.27 | 1 |

**FUDR not used*

How the deposited data were processed for this re-analysis (not part of the article)

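Small RNAs and mRNA were sequenced from gravid adults at 72 h grown on OP50 at 20 °C, with 3 biological replicates each of wildtype, *tcer-1(tm1452)* and *tcer-1(glm27)*, so 9 libraries of either kind and 18 in all.

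For the sRNA-seq libraries the authors deposited RPM values of each small RNA feature, made with the tinyRNA pipeline at default settings and WormBase WS279, to 2 decimals. The planned comparison had assumed counts divided by size factors, and the values showed RPM. The features of the 6 classes sum to 613147 to 639710 RPM per library. For the mRNA-seq libraries the authors deposited normalized counts (a signal without a physical unit), made by the authors with fastp (options w 16, q 30, u 70, l 30, W 4 and M 20), RSEM 1.3.1, STAR 2.7.10b, WS279 and the size factors of DESeq2. The value of 1 read was read from the steps between the values of each library, which gave about 12903226 to 16038492 reads for sRNA-seq and 18053249 to 27759961 for mRNA-seq. The 10 features of highest mean held 22.2 to 31.1% of the sRNA-seq reads and 7.14 to 10.7% of the mRNA-seq reads.

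Values were compared on the scale of log2 after adding 1, with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend), all 9 libraries of a kind in 1 fit, and Benjamini-Hochberg adjustment per kind and comparison. Features with a mean of at least 2 over the 9 libraries were tested. A call needed an adjusted p under 0.05 and a log2 fold change of at least 1, a call in both alleles needed the same direction in both, and a log2 fold change of at least 2 was used for the strongest targets. Class shares were compared by exact permutation tests. Correlations of 22G-RNA and mRNA changes have 95% intervals from 1000 bootstrap resamples over genes, opposite changes were set against 10000 permutations of the mRNA calls and, under the alternatives and after their values were seen, tested by a one-sided Fisher's exact test, and the correlation of the alleles was set against 100 simulated pairs of groups that share the wildtype libraries. Each count of calls was also set against other splits of the libraries, all 10 for a comparison of a pair of groups and 100 drawn for calls in both alleles. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The method was tested on simulated data with 200 features changed 4-fold in both alleles, of which it recovered 184 small RNA features and 196 mRNAs with 0 false calls.

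The genes named in the text follow a rule: the genes that the paper names for the sequencing data; the biogenesis genes called in either allele; all WAGO targets with opposite changes in both alleles; the 3 largest decreases and 3 largest increases of WAGO 22G-RNAs and of WAGO target mRNAs called in both alleles, ranked by the smaller change; the 3 largest differences between the alleles in either direction, where the libraries do not overlap; called miRNAs; and genes named by a test. Called miRNAs were counted in the text but not named, against this rule. The values of S4 to S7 Tables had been seen when the rule was written. Other genes of the pathway lists, *trt-1* and *alg-5* were chosen after their values were seen. There were 10 gene lists (WAGO biogenesis genes, WAGO Argonautes, major sperm proteins, vitellogenins, collagens, germline and oocyte genes, body wall muscle genes, intestinal genes, genes of the response to PA14, and histones), tested in 30 list and contrast combinations by limma's camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry. Positions are those of WBcel235, and shared sequence was counted as exonic stretches of 50 or 22 bases found elsewhere in the genome.

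The alternatives tried were pseudocounts of 0.5 and 5, no filter, a filter of a mean of 10, an adjusted p under 0.01, libraries rescaled to equal totals, to equal upper quartiles and, for small RNAs, to equal miRNA totals, fold changes from group means, fits of the compared groups alone, eBayes without a trend, the replicate number as a block, Pearson's r, called features only, class shares without the 10 features of highest mean, and each library left out in turn. Median-of-ratios scaling, a pseudocount of 0.07 RPM with a filter of 0.14 RPM, and both together were added after the values were seen. Count-based tests on recovered reads were not run, since values of few reads were whole multiples of 1 read in only 92.1 to 93.4% of cases for sRNA-seq, within the rounding to 0.01 RPM, and 34.7 to 76.4% for mRNA-seq, within 0.02 of a read. The 23H-RNAs and the 22G-RNAs of ALG-3/4, ERGO-1 and 23H-RNA targets were left out of the feature tests, since the paper's classes do not include them, and only their sums were used.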

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

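The comparison of the alleles and the gene lists were planned, while the tests of explanations below were all chosen after the results were seen.

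The mutants differed from each other at 3318 mRNAs, found by limma's direct comparison of *tcer-1(tm1452)* with *tcer-1(glm27)*. The real grouping gave the most calls (1 of 10 splits), but 10 splits cannot exclude chance whatever they show. The authors' scaling is argued against as the whole cause, since a factor per library moves all genes 1 way, while 1941 mRNAs were higher and 1377 lower in *tcer-1(tm1452)*. A difference in depth is also argued against, since 3140 were called without *tcer-1(tm1452)* replicate 2, the library of that group with the fewest reads. Major sperm protein genes were higher in *tcer-1(tm1452)* than in *tcer-1(glm27)* by a median log2 difference of 2.21, in all 30 genes. Collagen genes were higher by 1.44 (131 genes) and histone genes differed by -1.05 (68 genes). By camera with a preset correlation these had adjusted p = 5.32e-18, 1.72e-15 and 1.55e-14, and by fry 1.05e-05, 7.98e-05 and 0.00026, while with an estimated correlation all were 0.238 or above. A candidate explanation is that the strains differ in how much sperm and larval RNA their libraries hold, as a difference in stage would give. The paper describes developmental asynchrony in *tcer-1(tm1452)* and says that *tcer-1(glm27)* does not show it. Sperm protein and collagen genes were also higher in *tcer-1(glm27)* than in wildtype, by median log2 fold changes of 2.72 and 1.38. Stage was not measured in these libraries, and strain background stays open. Close copies among these families share reads, and the effect of that was not tested.

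Small RNA features that differed between the alleles numbered 469 in the same direct comparison, again 1 of 10 splits, which cannot exclude chance. Without *tcer-1(tm1452)* replicate 3, 494 were called, so that library does not account for the number, and calls went either way, with 179 lower and 290 higher in *tcer-1(tm1452)*, which a factor per library alone cannot give. Allele, strain background and stage stay open, and no biological explanation was tested for this number.

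Reads of ALG-3/4 class 26G-RNAs, of which the paper gives no account in its text, rose 26.0-fold over wildtype in *tcer-1(tm1452)* and 5.14-fold in *tcer-1(glm27)*, from a sum of 56.1 RPM, and each mutant library lay above each wildtype library. The RPM scale is argued against as the whole cause, since the smaller fold was 3.89 after division by the miRNA reads. A few features do not carry the rise, since the smaller fold was 5.28 without the 10 features of highest mean, and *tcer-1(tm1452)* replicate 3 does not, since the fold was 23.6 without it. More spermatogenesis in the mutant libraries may explain the rise, since the sum was 5.06 times as high in *tcer-1(tm1452)* as in *tcer-1(glm27)*, the order of the major sperm protein genes. Stage and genotype cannot be told apart here, because each genotype was sampled at 1 time only.

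Reads of 23H-RNAs, which the paper does not discuss, rose 2.79-fold in *tcer-1(tm1452)* and 1.89-fold in *tcer-1(glm27)*, from a sum of 277 RPM. The smaller fold was 1.43 after division by the miRNA reads and 1.47 without the 10 features of highest mean, where the fold in *tcer-1(tm1452)* fell from 2.79 to 1.72. Without replicate 3 the fold in *tcer-1(tm1452)* was 2.36. None of scaling, a few features or that library alone accounts for the whole rise, while a few features carry much of it in *tcer-1(tm1452)*. No biological explanation was tested.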

How the results depend on the processing

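Median-of-ratios scaling and the pseudocount of 0.07 RPM with a filter of 0.14 RPM were chosen after the values were seen, and the other alternatives were planned.

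Under alternatives set in advance, 1485 values of summary results were the same in direction and side of the threshold or within 1.5 times the count (818 of them with a library left out), and 61 under the added ones. These alternatives moved 69 (1 of them with a library left out), took 23 below the threshold, brought 5 past it and reversed 1, and added ones moved 36. Of the values of single genes, 3315 kept their direction and side under alternatives set in advance (1463 with a library left out) and 302 under added ones. An alternative set in advance brought 18 past the threshold (12 with a library left out) and took 6 below it (1 with a library left out), and an added one did so for 1 and 3. Alternatives set in advance reversed 2 and added ones 2. The cause was not tested for any of the changes below, except that a stricter filter or adjusted p calls fewer features by construction.

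With equal upper quartiles, 198 features were lower and 198 higher in both alleles, all 198 lower ones being among the 420 called with the deposited scale, and 422 were lower and 494 higher in *tcer-1(tm1452)* and 305 lower and 307 higher in *tcer-1(glm27)*. By class, 181 WAGO targets, 5 CSR-1 targets and 12 piRNAs were lower and 133 WAGO targets and 23 ALG-3/4 class loci higher in both alleles, and WAGO targets numbered 288 lower and 247 higher in *tcer-1(tm1452)* and 278 lower and 214 higher in *tcer-1(glm27)*. With equal miRNA totals, 997 features were lower and 36 higher in both alleles, 1891 lower and 167 higher in *tcer-1(tm1452)*, and 1660 lower and 63 higher in *tcer-1(glm27)*. By class, 523 WAGO targets, 226 CSR-1 targets and 244 piRNAs were lower and 28 WAGO targets and 5 ALG-3/4 class loci higher in both, and WAGO targets numbered 702 lower and 88 higher in *tcer-1(tm1452)* and 784 lower and 54 higher in *tcer-1(glm27)*. With median-of-ratios scaling, 221 features were lower and 157 higher in both alleles, 488 lower and 437 higher in *tcer-1(tm1452)*, and 343 lower and 258 higher in *tcer-1(glm27)*. By class, 195 WAGO targets, 7 CSR-1 targets and 19 piRNAs were lower and 107 WAGO targets higher in both, with 220 WAGO targets higher in *tcer-1(tm1452)*, and 302 lower and 185 higher in *tcer-1(glm27)*.

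With a pseudocount of 5, 254 features were lower and 38 higher in both alleles, with 453 lower in *tcer-1(tm1452)* and 387 lower and 79 higher in *tcer-1(glm27)*. It left 4 CSR-1 targets and 21 piRNAs lower, and 36 WAGO targets and 0 ALG-3/4 class loci higher in both. Between the alleles, 106 features were lower and 167 higher in *tcer-1(tm1452)*. A pseudocount of 0.5 gave 38 CSR-1 targets lower and 39 ALG-3/4 class loci higher in both alleles, and fold changes from group means gave 58 and 37. With a filter of a mean of 10, 261 features were lower in both alleles, with 5 CSR-1 targets and 16 piRNAs lower and 1 ALG-3/4 class locus higher, and 468 were lower and 173 higher in *tcer-1(tm1452)*, 416 lower in *tcer-1(glm27)* and 168 higher in *tcer-1(tm1452)* than in *tcer-1(glm27)*. Without a filter, 628 were higher in *tcer-1(tm1452)* and 502 higher in it than in *tcer-1(glm27)*. An adjusted p under 0.01 left 49 piRNAs lower in both alleles. With a pseudocount of 0.07 RPM and a filter of 0.14 RPM, 633 features were lower and 483 higher in both alleles, 1451 lower and 1187 higher in *tcer-1(tm1452)*, 1061 lower and 550 higher in *tcer-1(glm27)*, and 282 lower and 1025 higher between the alleles. By class, 85 CSR-1 targets and 192 piRNAs were lower and 397 ALG-3/4 class loci higher in both. Together with median-of-ratios scaling, 567 features were higher in both alleles, 1478 in *tcer-1(tm1452)* and 698 in *tcer-1(glm27)*, and 341 were lower and 951 higher between the alleles. By class, 51 piRNAs were lower and 118 WAGO targets and 387 ALG-3/4 class loci higher in both, with 261 WAGO targets higher in *tcer-1(tm1452)* and 204 in *tcer-1(glm27)*. The replicate number as a block gave 416 features lower and 76 higher in both alleles, and the numbers do not pair the libraries.

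Lower mRNAs in *tcer-1(glm27)* numbered 231 with equal upper quartiles. WAGO targets with 22G-RNAs and mRNA both lower in both alleles numbered 6 with a pseudocount of 5, 5 with a filter of 10, 5 with equal upper quartiles, 7 with median-of-ratios scaling and 8 with that scaling and the pseudocount of 0.07 RPM. Those with both higher numbered 1 with a pseudocount of 5, 1 with a filter of 10, 11 with equal upper quartiles and 1 with equal miRNA totals. Spearman's rho of 22G-RNA and mRNA changes in *tcer-1(tm1452)* reversed to -0.00922 with a filter of 10 and was 0.0445 with a pseudocount of 5, where its interval holds 0, as does that of Pearson's r (0.0563). In *tcer-1(glm27)* the interval holds 0 with a filter of 10 (0.0216) and for Pearson's r (0.0305). Without the 10 features of highest mean, the share over wildtype in *tcer-1(glm27)* was 0.923 for WAGO 22G-RNAs, 0.902 for CSR-1 22G-RNAs and 0.916 for piRNAs, and in *tcer-1(tm1452)* 1.47 for miRNAs. The 22G-RNA change at *tcer-1* in *tcer-1(tm1452)* (-0.30) reversed to 0.10 with equal upper quartiles, to 0.0203 with median-of-ratios scaling and to 0.0214 with that scaling and the pseudocount of 0.07 RPM, and that at *Y38F2AR.12* in *tcer-1(tm1452)* (-0.37) to 0.0541 with equal upper quartiles.

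The list tests by camera lost their calls when the correlation was estimated, with medians unchanged by construction. In *tcer-1(tm1452)* this held for sperm proteins (median 4.90), collagens (2.76), body wall muscle (1.54), histones (-0.81), vitellogenins (-0.73), germline and oocyte genes (-0.66) and biogenesis genes (-0.32). In *tcer-1(glm27)* it held for sperm proteins (2.72), collagens (1.38), intestine (0.44), body wall muscle (0.43), histones (0.33), germline and oocyte genes (-0.66) and biogenesis genes (-0.43), and between the alleles for sperm proteins (2.21), collagens (1.44), body wall muscle (1.14), histones (-1.05) and vitellogenins (-0.97). Fry called Argonautes in both alleles (-0.21 and -0.38), PA14 response genes in *tcer-1(glm27)* (0.40) and between the alleles (-0.10), and intestine between the alleles (-0.0393), where camera with the preset correlation did not.

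With each library left out in turn, which leaves an arm of 2 libraries and uses limma's pooled spread, 400 to 447 small RNA features were lower and 70 to 81 higher in both alleles. WAGO targets ranged from 309 to 337 lower and 52 to 60 higher, CSR-1 targets from 22 to 30 lower, piRNAs from 51 (without wildtype replicate 3) to 81 lower, and ALG-3/4 class loci from 12 to 17 higher. In *tcer-1(tm1452)* 702 to 1029 features were lower and 261 to 295 higher, in *tcer-1(glm27)* 653 to 690 lower and 120 to 131 higher, and between the alleles 162 to 224 lower and 281 to 332 higher. WAGO targets in *tcer-1(tm1452)* ranged from 427 to 469 lower and 128 to 149 higher, and in *tcer-1(glm27)* from 491 to 501 lower and 96 to 104 higher. For mRNA, 183 to 219 were lower and 1750 to 1899 higher in both alleles, 1258 to 1400 lower and 1728 to 1963 higher between the alleles, 1208 to 1309 lower and 3293 to 3483 higher in *tcer-1(tm1452)*, and 319 to 365 lower and 2296 to 2459 higher in *tcer-1(glm27)*. WAGO target mRNAs ranged from 30 to 38 lower and 98 to 106 higher in both alleles, 221 to 235 lower and 248 to 258 higher in *tcer-1(tm1452)*, and 47 to 60 lower and 138 to 155 higher in *tcer-1(glm27)*. Biogenesis genes lower in both alleles ranged from 13 to 15, targets with opposite changes from 17 to 20 and those of 4-fold from 3 to 4, targets with both lower from 11 to 16 and with both higher from 5 to 7. Pearson's r of the alleles ranged from 0.651 to 0.723 for small RNAs and from 0.717 to 0.738 for mRNA. Count-based tests on recovered reads were not run.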

Differences from the paper's values

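Comparisons with the paper's values were made after its tables were seen. A count or share is said to come within the paper's when neither is more than 1.5 times the other, and a log2 fold change when it differs from the paper's by no more than its standard error here. Of the paper's 366 features lower in both alleles, the comparison here drops 78, and it calls 132 that the paper does not. Alternatives named as added were chosen after seeing the values, and the others were set before the data were examined. Fig 3C and 3D give reads normalized by geometric mean and DESeq2's Wald test, while the deposited values used here are RPM. Over the WAGO targets of the paper's S6 and S7 Tables, the log2 fold changes here differ from the paper's by a median of -0.28 in *tcer-1(tm1452)* (1808 targets, r = 0.992) and -0.40 in *tcer-1(glm27)* (1793 targets, r = 0.992), a difference in scale.

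CSR-1 targets made up 6.41% of the 22G-RNA loci lower in both alleles, against the paper's 11%. The share came within 1.5 times the paper's with a pseudocount of 0.5 (10.3%), no filter (7.41%), fold changes from group means (14.5%), without wildtype replicate 3 (7.45%) and without *tcer-1(tm1452)* replicate 3 (8.17%), and with none of the other alternatives set in advance. This takes the paper's rounded share. Against the 31 CSR-1 and 239 WAGO loci that S4 Table lists, no filter and the fit without wildtype replicate 3 lie just outside. Median-of-ratios scaling with a pseudocount of 0.07 RPM, added after seeing the values, gave 8.87%, drops 82 of the paper's 366 lower features and calls 17 that the paper does not.

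WAGO targets higher in both alleles numbered 58, against the paper's 109, all 58 being among the paper's. Equal upper quartiles gave 133, the only alternative set in advance within the paper's. Median-of-ratios scaling, added after seeing the values, gave 107 and drops 9 of the paper's 109, and with the pseudocount of 0.07 RPM it gave 118 and drops 0 of them.

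Other classes in the sheets of the paper's S4 Table also differ. For miRNAs lower in both alleles, limma called 0 against the paper's 1. With no filter it called 1, which is the paper's. It also called 1, but not the paper's, with a pseudocount of 0.5, group means, and without wildtype replicate 1, *tcer-1(glm27)* replicate 1 or *tcer-1(glm27)* replicate 3, and the other alternatives set in advance did not come within it. The pseudocount of 0.07 RPM alone and with median-of-ratios scaling, chosen after seeing the values, called 3 and 2, the paper's among them, and dropped 24 and 82 of the paper's 366 lower features. For piRNAs higher in both alleles it called 0 against the paper's 19, and no alternative set in advance came within it. Median-of-ratios scaling with the pseudocount of 0.07 RPM, added after seeing the values, gave 15 and drops 11 of the 19. For miRNAs higher in both alleles it called 0 against the paper's 45. Equal upper quartiles gave 31, and the other alternatives set in advance did not come within it. The added scaling with the pseudocount of 0.07 RPM, chosen after seeing the values, gave 33 and drops 15 of the 45. For CSR-1 targets higher in both alleles it called 4 against the paper's 8. Equal upper quartiles gave 9, the only such alternative set in advance, and the added median-of-ratios scaling and the added pseudocount of 0.07 RPM, chosen after seeing the values, gave 7 and 6 and each drop 2 of the 8. For ALG-3/4 class loci higher in both alleles it called 14 against the paper's 319, and no alternative set in advance came within it. A pseudocount of 0.07 RPM with a filter of 0.14 RPM, chosen after seeing the values, gave 397 and drops 24 of the 319, and with median-of-ratios scaling it gave 387 and drops 19. For ERGO-1 class loci higher in both alleles it called 0 against the paper's 2, and no alternative came within it. In all, 76 features were higher in both alleles against the paper's 502. No alternative set in advance came within it, while the pseudocount of 0.07 RPM, chosen after seeing the values, gave 483 and drops 125 of the 502, and with median-of-ratios scaling 567 and drops 47.

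The log2 fold changes of 22G-RNAs also differ. In *tcer-1(tm1452)* *Y102A5C.36* had -3.06 against the paper's -2.789 and *scrm-4* had -3.22 against the paper's -2.998. In *tcer-1(glm27)* *F15D4.5* had -3.57 against the paper's -3.162, *Y102A5C.36* had -3.46 against the paper's -3.101, and *scrm-4* had -2.99 against the paper's -2.701. Among alternatives set in advance, equal upper quartiles brought *F15D4.5* within the paper's value (-3.09), and none did so for the others. Median-of-ratios scaling, chosen after seeing the values, gave -2.73 for *Y102A5C.36* in *tcer-1(tm1452)* and -3.17 for *F15D4.5* and -3.07 for *Y102A5C.36* in *tcer-1(glm27)*, and drops 145 of the paper's 366 lower features and calls 0 others. With the pseudocount of 0.07 RPM, also chosen after seeing the values, the 5 values in the order above were -2.76, -3.03, -3.18, -3.11 and -2.71, and it drops 82 of them.

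The paper names *F15D4.5*, *Y102A5C.36* and *scrm-4* as the targets that pass a 4-fold change in both kinds of RNA. All 3 pass here, and *rnh-1.3* also does, with log2 fold changes of -2.05 and -2.72 in 22G-RNAs, where the paper's S6 and S7 Tables give -1.768 and -2.308.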

Other observations

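The counts of calls, class shares and gene lists were planned, while the tests of explanations and the tests by chromosome and neighbourhood were chosen after the results were seen.

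Other splits of the libraries were used to ask whether other groupings could give counts as large. For each mutant against wildtype, small RNAs and mRNAs alike, the real split was 1 of 10 at that size, and 10 splits cannot exclude chance whatever they show. For calls in both alleles, 100 splits were drawn, with no adjustment over the 9 counts. The splits as large, the real one included, numbered 4 of 100 for lower small RNA features, lower 22G-RNAs at WAGO targets and lower mRNAs. They numbered 1 for higher mRNAs, 4 for higher WAGO target mRNAs and 4 for opposite changes. For higher small RNA features there were 5, for higher 22G-RNAs at WAGO targets 7, and for lower WAGO target mRNAs 5. In this order, 4, 4, 3, 1, 3, 4, 3, 5 and 4 of them kept the wildtype libraries together in 1 group. Only 6 of the 100 drawn did so, so the splits as large hold much of the real grouping. Without adjustment, the splits exclude chance for none of these counts. In simulated groups without a change, at most 1 small RNA feature and 1 mRNA were called in both alleles, and at most 8 and 4 in either. The data gave 76 higher small RNA features, 58 WAGO targets with higher 22G-RNAs and 34 lower WAGO target mRNAs. This argues against the simulated spread between libraries as the whole cause of these 3 counts, which the splits alone do not exclude. The splits for opposite changes ask about the grouping of libraries, not whether the calls of both kinds of RNA coincide, which is taken up below.

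More WAGO targets had lower than higher 22G-RNAs in both alleles, while miRNA reads made up a larger share of the mutant libraries. Whether the RPM scale caused this cannot be told, since the balance follows the scaling chosen: 181 were lower and 133 higher with equal upper quartiles, and 523 lower and 28 higher with equal miRNA totals. That lower 22G-RNAs were found at WAGO more often than at CSR-1 targets is not explained by WAGO targets having more reads, since the odds ratio was 52.1 (two-sided Fisher's exact test, p = 6.99e-65) among loci with a mean of at least 10 RPM.

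WAGO targets with lower 22G-RNAs and higher mRNA were close in number to what independent calls give (16.3), so an effect of lost 22G-RNAs on target mRNA cannot be told apart from coincidence by the count alone. With equal upper quartiles the excess was larger (18 against 11.7, one-sided Fisher's exact test, p = 0.0389, in a range of 0.0389 to 0.663 over the alternatives that leave out no library). Targets with both lower numbered 13, above the number from independent calls (5.71), as less mRNA giving fewer 22G-RNAs would give. This excess depended on the setting. It was past the threshold in the main fit (one-sided permutation p = 0.0018) and with median-of-ratios scaling (one-sided Fisher's exact test, p = 0.0487). With a pseudocount of 5, a filter of 10 and equal upper quartiles it was not. Targets with both lower then numbered 6, 5 and 5 (one-sided Fisher's exact test, p = 0.135, 0.281 and 0.0824, in a range of 0.00151 to 0.281). Coincidence is therefore not excluded for this pattern.

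The lower mRNA of WAGO biogenesis genes may reflect a smaller germline share of the RNA. In *tcer-1(tm1452)* body wall muscle genes rose by a median log2 of 1.54 and intestinal genes by 0.05. This unevenness does not decide it, since the paper describes developmental asynchrony in that allele, and somatic tissues need not change alike. Germline and oocyte genes were lower by a similar amount in *tcer-1(glm27)* (-0.66) and *tcer-1(tm1452)* (-0.66). A smaller germline share cannot be told apart from lower expression in either allele, because no cell numbers were measured.

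The results of the remaining lists follow, as median log2 fold changes in *tcer-1(tm1452)*, in *tcer-1(glm27)* and between them. Vitellogenins had -0.73, 0.15 and -0.97, intestinal genes 0.05, 0.44 and -0.04, and body wall muscle genes 1.54, 0.43 and 1.14. Genes of the response to PA14 had 0.09, 0.40 and -0.10, where the mean in *tcer-1(tm1452)* was -0.06. Major sperm proteins had 4.90 and 2.72 over wildtype, collagens 2.76 and 1.38, and histones -0.81 and 0.33. Between the alleles biogenesis genes had 0.11, Argonautes 0.05 and germline and oocyte genes 0.01. These were 0.02, -0.04 and -0.08 with equal upper quartiles, so no direction is given for Argonautes and for germline and oocyte genes.

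Few of the mRNAs higher in both alleles lie on the X chromosome, 127 of 1874 (6.78%), against 2267 of 15160 other tested mRNAs (15.0%, odds ratio 0.413, two-sided Fisher's exact test, p = 3.2e-25). Of the higher mRNAs that were also higher in *tcer-1(tm1452)* than in *tcer-1(glm27)*, 2.30% lie on X, and of the remaining 702, 14.2%, close to the other mRNAs (p = 0.665, Fisher's exact test). The transcripts that differ between the strains may therefore carry the shortage. The *msp* and *col* gene families alone do not, since 6.38% lie on X without their 119 higher mRNAs. Other sperm genes were not taken out, so their part in the shortage was not tested.

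Within 1000000 bp of *tcer-1*, 9 of 433 mRNAs used in the test (2.08%) were lower in both alleles. Elsewhere 200 of 16599 were (1.20%, two-sided Fisher's exact test, p = 0.116). The 211 lower mRNAs among the 17034 tested mRNAs with a position include *tcer-1* and *ZK1127.6*. Both lie in the window and fell in both alleles, and they were left out of these counts. Strain variants linked to the *tcer-1* alleles may lower mRNAs in this window, and cannot be told apart from chance, because so few mRNAs were lower.

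*trt-1* (chromosome I) and *alg-5* (chromosome I), named after their values were seen, fell alike in both alleles. *trt-1* mRNA went from 1881 ± 104 (SD, n = 3) normalized counts in wildtype to 27.2 ± 8.08 in *tcer-1(tm1452)* and 40.8 ± 2.79 in *tcer-1(glm27)*, and *alg-5* mRNA from 5314 ± 155 to 991 ± 29 and 996 ± 83.3. With *tcer-1* they are the only 3 mRNAs of a wildtype mean of at least 1000 that fall as far in both alleles as *alg-5*. A rearrangement over neighbouring genes is argued against, since the lower of the medians of the 10 nearest genes was -0.58 and 0 of these genes were called lower in both alleles. Near *trt-1*, 1 gene was lower in *tcer-1(tm1452)* alone (-1.94) and 1 in *tcer-1(glm27)* alone (-1.40). Reads shared with a copy are argued against, since 0% of their exonic 50-base sequences occur elsewhere. A strain variant shared by the mutants may explain it. *trt-1* differed between the alleles by -0.61 on the log2 scale, which does not decide it, since a shared variant and loss of TCER-1 cannot be told apart when all mutant libraries carry both.

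*tcer-1* mRNA kept counts in *tcer-1(glm27)*, whose design removes all its exons. Reads shared with *ZK1127.6* are a candidate explanation, since 998 of its exonic 50-base sequences also occur there, and likewise for its 22G-RNA reads, with 1056 sequences of 22 bases. Wildtype RNA in the *tcer-1(glm27)* libraries is argued against, since 3 other genes (*col-165*, *cut-3* and *trt-1*, named after their values were seen) of 8826 kept less of their wildtype level in all *tcer-1(glm27)* libraries than the 7.72% that *tcer-1* kept at least.

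The small RNA library of *tcer-1(tm1452)* replicate 3 lay apart from its group, with r = 0.936 to 0.941 to replicates 1 and 2. A mislabelled sample is argued against, since its highest correlation with a library of another group was 0.922, and low depth is, since it had the most reads of the 9 libraries (16, in units of 1000000 reads). Its piRNAs were lower than in replicates 1 and 2 by a median log2 ratio of -1.28, its ERGO-1 class 26G-RNAs by -0.45 and its miRNAs by -0.23, while ALG-3/4 class 26G-RNAs were higher by 0.54. No biological explanation was tested.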
